# Comparative Analysis of Doxorubicin-Induced Cardiotoxicity in Tumor-Bearing and Non-Tumor-Bearing Mouse Models: A Transcriptomic Methodological Study

**DOI:** 10.3390/ijms27125263

**Published:** 2026-06-10

**Authors:** Aonan Yu, Rong Yang, Yaojiang Wang, Peng Yang, Xinyu Liu, Jingjing Guo, Haoyu Xia, Liliang Yang, Mengxiao Zhang

**Keywords:** doxorubicin, tumor, cardiotoxicity, transcriptomic analysis, animal model

## Abstract

Doxorubicin (DOX) is a widely used anthracycline chemotherapeutic agent whose clinical application is limited by cardiotoxicity. In clinical settings, chemotherapy is given to tumor-bearing patients, whereas most preclinical studies of DOX-related cardiotoxicity use non-tumor-bearing animal models, potentially missing context-dependent differences. To address this, we compared DOX-induced cardiotoxicity between non-tumor-bearing and tumor-bearing mouse models. Cardiac function was assessed by echocardiography, and serum biomarkers, histopathological changes, and cardiac transcriptomic profiles were analyzed. Tumor burden exacerbated DOX-induced increases in BNP and CK-MB levels and myocardial structural damage, whereas systolic function was significantly reduced in non-tumor-bearing mice but did not further decline in tumor-bearing mice. Transcriptomic analysis revealed that DOX treatment induced 2528 and 398 differentially expressed genes (DEGs) in non-tumor-bearing and tumor-bearing mice, respectively, compared with their respective controls. A total of 206 shared DEGs were identified, most of which showed consistent directions of change under both conditions, while 16 genes exhibited opposite expression patterns. Common DEGs were mainly enriched in immune-inflammatory responses, cell adhesion, and extracellular matrix (ECM)–receptor interaction pathways. In non-tumor-bearing conditions, DOX-specific mechanisms were mainly associated with ECM remodeling, oxidative stress, metabolic dysregulation, and p53-mediated apoptosis. In contrast, tumor-bearing conditions showed predominant enrichment of immune-related pathways, including JAK-STAT, Toll-like receptor, NOD-like receptor, and chemokine signaling. These findings suggest that tumor burden may modulate the molecular mechanisms of DOX-induced cardiotoxicity, revealing context-dependent differences and offering insights for future cardioprotective strategies.

## 1. Introduction

Doxorubicin (DOX) is a chemotherapeutic agent extensively used in the treatment of both solid tumors and hematological malignancies [1]. However, its clinical utility is significantly limited by dose-dependent and potentially life-threatening cardiotoxicity. DOX-induced cardiotoxicity may result in cardiac dysfunction and cardiomyopathy, ultimately progressing to heart failure and mortality [2]. The canonical molecular mechanisms underlying this toxicity have been predominantly elucidated in studies employing healthy animal models, which have systematically characterized the direct deleterious effects of DOX on cardiomyocytes, including the inhibition of topoisomerase IIβ and the induction of mitochondrial oxidative stress [3,4]. The reliance on healthy animal models is largely attributable to their relatively stable and well-controlled genetic background, metabolic profile, and immune milieu, which reduce the confounding influences introduced by tumor burden and thereby facilitate the dissection of the fundamental mechanisms of drug-induced toxicity [5]. However, such models do not reflect the clinical reality, where patients receiving DOX-based chemotherapy are also under tumor burden.

Tumors per se can modulate cardiac structure and function through multiple mechanisms. Tumor growth adjacent to or within cardiac tissue may exert mechanical compression, leading to myocardial deformation and cardiac dysfunction [6]. In addition, tumor-derived bioactive mediators, including inflammatory cytokines, chemokines, and reactive oxygen species (ROS), can induce systemic inflammation and metabolic dysregulation, thereby promoting myocardial changing, such as atrophy and fibrosis, and impairing cardiac function. Tumor-driven metabolic reprogramming may also interact with DOX-induced mitochondrial dysfunction and oxidative stress, collectively affecting cardiomyocyte energy metabolism and cell death pathways, including ferroptosis [7]. Tumor-derived extracellular vesicles, particularly exosomes, can further mediate intercellular communication by delivering bioactive molecules (e.g., non-coding RNAs and proteins) to cardiomyocytes, thereby regulating gene expression and cellular stress responses [8].

Therefore, mechanistic insights into DOX-induced cardiotoxicity derived from healthy models may not fully recapitulate the complex network of drug toxicity under tumor-bearing conditions. To address this knowledge gap, the present study employed a comparative analytical strategy to systematically characterize the cardiac transcriptomic responses to DOX in both healthy and tumor-bearing mouse models. By directly comparing gene expression profiles and pathway enrichment signatures between these two contexts, this work aims to establish a more precise molecular framework for understanding DOX-induced cardiotoxicity in cancer patients and to provide new perspectives for developing context-specific cardioprotective strategies.

## 2. Results

### 2.1. Effects of Doxorubicin on Cardiac Function and Serum Biomarkers in Non-Tumor-Bearing and Tumor-Bearing States

To evaluate the cardiotoxic effects of DOX under both tumor-bearing and non-tumor-bearing conditions, cardiac function was assessed using echocardiography. Compared with the normal saline (NS)-treated control, DOX impaired cardiac systolic function in both non-tumor-bearing and tumor-bearing mice, as evidenced by comparable reductions in ejection fraction (EF) and fractional shortening (FS) under both conditions (Figure 1A–C). Cardiac injury was further evaluated by measuring serum biomarkers of myocardial damage. Serum B-type natriuretic peptide (BNP) and creatine kinase-MB (CK-MB) levels were significantly elevated in tumor-bearing mice even at baseline (NS-treated) compared with non-tumor-bearing controls. Following DOX treatment, both markers increased further, and their levels in tumor-bearing DOX-treated mice were significantly higher than those in non-tumor-bearing DOX-treated mice (Figure 1D,E), suggesting greater cardiac stress and myocardial injury under tumor-bearing conditions.

### 2.2. Effects of Doxorubicin on Cardiac Structural Remodeling in Non-Tumor-Bearing and Tumor-Bearing States

Based on the observed phenotypic differences, histological changes in myocardial tissue were further examined by hematoxylin and eosin (H&E) staining across different groups. Variations in overall tissue integrity and cellular distribution were observed among the treatment groups. Morphological analysis of the heart revealed differences in heart size (Figure 2A). Quantitative assessment of cardiac mass, expressed as the heart weight-to-tibia length ratio, showed a decrease in DOX-treated non-tumor-bearing mice compared with controls; a similar reduction was observed in DOX-treated tumor-bearing mice (Figure 2B), indicating that DOX induced structural alterations under both conditions. Histopathological examination further demonstrated that, compared with the non-tumor-bearing condition, myocardial tissue from DOX-treated tumor-bearing mice exhibited increased inflammatory cell infiltration and localized myocardial disarray, suggesting more pronounced structural damage in the presence of tumor burden (Figure 2C). WGA staining revealed significant differences in cardiomyocyte cross-sectional area (CSA) among groups (Figure 2D,E). Compared with the non-tumor-bearing group, the tumor-bearing group showed reduced CSA. DOX treatment further decreased CSA in both groups relative to their respective controls. Notably, CSA in the tumor-bearing DOX-treated group was significantly smaller than that in the non-tumor-bearing DOX-treated group, indicating that tumor burden may exacerbate DOX-induced structural remodeling of cardiomyocytes.

### 2.3. Differential Gene Expression Induced by Doxorubicin in Tumor-Bearing and Non-Tumor-Bearing States

To systematically compare the cardiac transcriptional alterations induced by doxorubicin under tumor-bearing and non-tumor-bearing conditions, transcriptome sequencing and differential expression analysis were performed on heart tissues from both models. 

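Heart RNA was sequenced from 5 NS, 5 DOX, 6 Tumor+NS and 5 Tumor+DOX mice, 1 library per mouse. DOX mice received 5 mg/kg weekly for 3 weeks, and the tumors were subcutaneous 4T1 tumors. The sample labels give the 4T1 line as the source of all 21 libraries, whereas the paper describes heart tissue. The libraries were grouped by their labels, which give group and replicate number, and the paper describes the same groups. Mean expression of the cardiomyocyte gene *Myh6* was 22948 CPM (counts scaled by TMM and library total) in NS, 30884 in DOX, 19621 in Tumor+NS and 26197 in Tumor+DOX. The authors trimmed the reads with Cutadapt and deposited 1 table with a count and an FPKM value for each of 56691 genes in each library. The genome build behind the table is not named. Total counts per library were 13683798 to 16063691 in NS (median 15238807), 14008573 to 16460372 in DOX (median 14630522), 14739757 to 18601445 in Tumor+NS (median 15434000) and 13521200 to 17278339 in Tumor+DOX (median 16229179). Counts were scaled between libraries by TMM and fitted in edgeR with a quasi-likelihood model, with all 4 groups in 1 fit. Of the genes above 0, the 13990 with a mean FPKM of at least 0.5 were tested. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Tests were two-sided, apart from the term enrichment. The comparisons of DOX with NS and of Tumor+DOX with Tumor+NS share no library, but their variances come from the same fit.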

The results showed that doxorubicin treatment induced widespread changes in cardiac gene expression, indicating a substantial impact on transcriptional profiles. 

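At an unadjusted p below 0.05 in edgeR, 6418 of the 13990 genes tested differed between DOX and NS, and 2855 differed between Tumor+DOX and Tumor+NS. The median absolute log2 fold change over all genes tested was 0.35 without a tumor and 0.19 with a tumor. The DOX and NS libraries did not overlap in 3527 of all genes tested (25.2%), where chance alone gives 0.794% for 5 against 5 libraries. In tumor-bearing mice 602 of all genes tested (4.30%) showed no overlap, where chance gives 0.433% for 6 against 5 libraries.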

Venn diagram analysis identified 2528 differentially expressed genes (DEGs) in non-tumor-bearing mice and 398 DEGs in tumor-bearing mice following doxorubicin treatment (Figure 3A). 

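The comparison of DOX with NS gave 1392 DEGs, and the comparison of Tumor+DOX with Tumor+NS gave 155. In simulated data built on these libraries, the same test recovered 167 of 200 changed genes with 4 false calls in the first comparison. In the second it recovered 170 of 200, with 5 false calls. Both comparisons were given the same changes, all above the minimum fold change, the same variance per gene and no deviating library. The similar recovery was therefore built in and does not bear on the gap between the counts. The filter moved the first count most downwards: with a mean FPKM of at least 5, where 5668 genes were tested, there were 347 DEGs, 329 of them among the 1392. Without a minimum fold change the counts rose to 5071 and 660. Leaving out each library in turn gave 1206 to 1537 DEGs in non-tumor-bearing mice. In tumor-bearing mice it gave 83 without Tumor+DOX replicate 5 and 238 without Tumor+NS replicate 6, so single libraries moved this count by more than 1.5 times.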

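Among DEGs whose libraries did not overlap between the groups, those with the largest fold changes were ranked in each state by a rule set beforehand. In non-tumor-bearing mice *Retnlg*, *Cd3e* and *Mmp8* rose most, and *Tnp1*, *Gamt* and *Itgb6* fell most by fitted fold change. Fitted values are no bounds for *Retnlg*, *Mmp8*, *Tnp1* and *Gamt*, which were at 3 counts or fewer in a group. The bounds given for them set the other group's mean against 3 counts and leave out its spread. *Tnp1*, at 0 counts in DOX, is bounded only at 2.05-fold lower, so its rank rests on the fit. *Retnlg* was at least 12.0-fold higher with DOX (edgeR adjusted p = 0.000945; counts 0 to 1 in NS and 11 to 97 in DOX). *Mmp8* was at least 8.74-fold higher (adjusted p = 0.00389; counts 0 to 1 and 9 to 59), and *Gamt* at least 13.0-fold lower (adjusted p = 7.62e-06; counts 32 to 72 and 1 to 3). For *Cd3e* the log2 fold change was 6.61 (SE 1.47, adjusted p = 0.00156), with 0.675 ± 0.442 CPM in NS and 69.0 ± 134 CPM in DOX. DOX replicate 4 alone held 3854 *Cd3e* counts, and without DOX replicate 4 the log2 fold change was 3.68. The tumor-bearing change differed from the non-tumor-bearing change for *Retnlg* (interaction adjusted p = 0.0129), *Cd3e* (0.0192), *Mmp8* (0.033) and *Gamt* (0.00769). For *Cd3e*, single libraries moved the tumor-bearing log2 fold change from −1.55 (without Tumor+DOX replicate 2) to 1.69 (without Tumor+NS replicate 5).
In tumor-bearing mice *Cyp1a1*, *Hsbp1l1* and *Atp1a4* rose most, and the globin genes *Hba-a2*, *Hbb-bs* and *Hbb-bt* fell most by fitted fold change. *Cyp1a1* changed by 2.61 (log2, SE 0.712, adjusted p = 0.0383), a call lost in 9 of 21 fits that left out a library. *Hsbp1l1* changed by 1.56 (SE 0.287, adjusted p = 0.00436) and *Atp1a4* by 1.51 (SE 0.301, adjusted p = 0.00691). *Hba-a2* was at least 14.0-fold lower with DOX (counts 33 to 92 in Tumor+NS and 0 to 2 in Tumor+DOX). *Hbb-bs* changed by −5.49 (SE 0.768, adjusted p = 0.000464) and *Hbb-bt* by −5.28 (SE 0.768, adjusted p = 0.000558). All 6 also changed in the same direction without a tumor (log2 fold changes in this order 5.84, 1.51, 2.03, −3.78, −3.41 and −3.34; without DOX replicate 2 −6.22 for *Hba-a2* and −5.74 for *Hbb-bt*), with interaction adjusted p from 0.0796 to 0.955.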

The expression patterns of DEGs differed markedly between the two conditions. 

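Of the DEGs in non-tumor-bearing mice, 582 rose and 810 fell with DOX, so 41.8% rose. In tumor-bearing mice 62 rose and 93 fell, so 40.0% rose. The shares depended on how libraries were scaled. TMM placed the median log2 fold change of all genes at 0.00 in non-tumor-bearing mice, whereas scaling by library totals placed it at −0.14, TPM at −0.13, and log2(FPKM + 1) at −0.10. With library totals 29.4% of the non-tumor-bearing DEGs rose, with TPM 28.1%. In tumor-bearing mice TPM gave 58.1%, array weights 52.9% and log2(FPKM + 0.01) 50.5% rising, so most DEGs rose there. Leaving out each library in turn gave 454 to 649 rising and 725 to 888 falling DEGs without a tumor. With a tumor it gave 32 rising and 51 falling DEGs without Tumor+DOX replicate 5, and 91 and 147 without Tumor+NS replicate 6.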

In non-tumor-bearing mice, doxorubicin treatment resulted in 1193 upregulated and 1335 downregulated genes (Figure 3B), whereas in tumor-bearing mice, 187 upregulated and 211 downregulated genes were identified (Figure 3C). 

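Across the 13990 genes tested, log2 fold changes in the 2 states had a Pearson correlation of 0.24 (Spearman 0.27), although genes are not independent replicates. Without Tumor+NS replicate 5 it was 0.46, and without Tumor+NS replicate 1 it was 0.16. Weighting libraries by their estimated quality gave 0.52. Of the non-tumor-bearing DEGs, 1059 (76.1%) had the same sign in tumor-bearing mice. Of the tumor-bearing DEGs, 143 (92.3%) had the same sign in non-tumor-bearing mice. The interaction of DOX and tumor, tested in the same fit, called 544 genes. With an adjusted p under 0.01 it called 44. Leaving out libraries moved this count from 318 (without DOX replicate 3) to 751 (without Tumor+NS replicate 1).

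**Figure D1:**
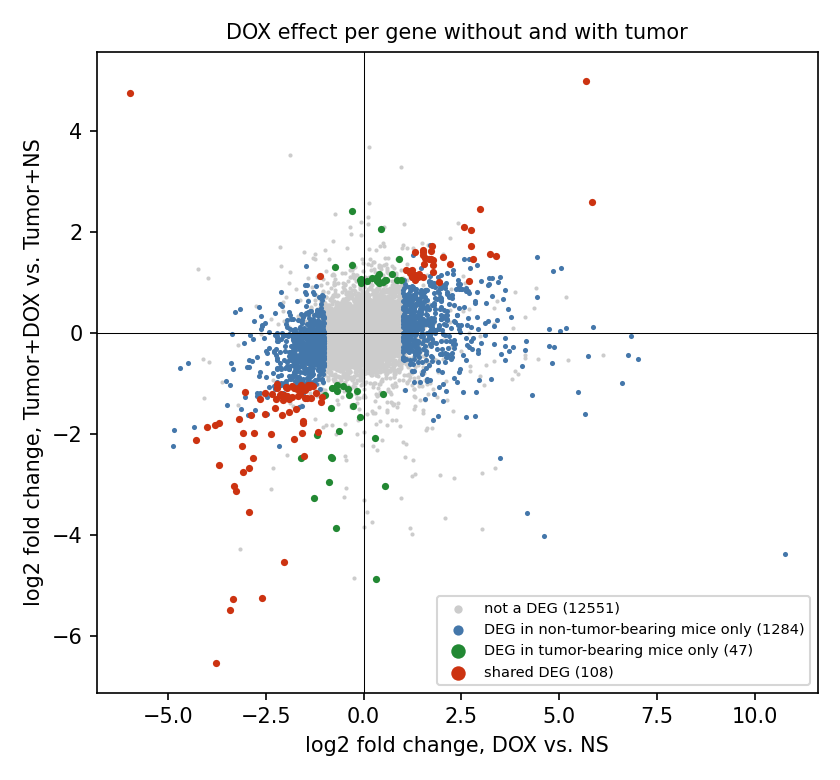
log2 fold changes of the 13990 genes tested, DOX against NS (horizontal) and Tumor+DOX against Tumor+NS (vertical; n = 5, 5, 6 and 5 libraries for NS, DOX, Tumor+NS and Tumor+DOX). Colors mark genes called in both states, in one state or in neither.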

Compared with the non-tumor-bearing condition, DEGs in tumor-bearing mice exhibited distinct expression patterns, suggesting an altered transcriptional response of cardiac tissue to doxorubicin under tumor-bearing conditions. These findings indicate that tumor burden may reshape doxorubicin-induced cardiac transcriptional regulation.

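The paper proposes this from the lower number of DEGs in tumor-bearing mice and from their different patterns of up- and downregulation. The interaction fold change, the tumor-bearing log2 fold change minus the non-tumor-bearing one, was positive in 285 and negative in 259 of the genes called by that test. Without a minimum fold change the majority was on the other side (552 positive and 699 negative). Single libraries moved these counts by over 1.5 times: 156 (without DOX replicate 3) to 380 (without DOX replicate 5) were positive and 149 (without DOX replicate 4) to 375 (without Tumor+NS replicate 1) negative. Of the 1284 genes that were DEGs only in non-tumor-bearing mice, 505 had an interaction adjusted p under 0.05. Of the 47 that were DEGs only in tumor-bearing mice, 6 did. For the remaining genes of both sets a difference between the states was not shown by this test.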

### 2.4. Analysis of Shared DEGs in the Two Model Conditions

To investigate the common molecular mechanisms underlying doxorubicin-induced cardiotoxicity under non-tumor-bearing and tumor-bearing conditions, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed on the shared DEGs. 

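The DEGs of both states had 108 genes in common, where 15.4 are expected by chance. Of these, 106 changed in the same direction, 37 up and 69 down. With no minimum fold change 468 genes were shared. Without Tumor+NS replicate 1 the shared count was 70, and without Tumor+NS replicate 6 it was 162. *Cd74*, one of the 69, changed by −2.83 without a tumor (log2, SE 0.345, edgeR adjusted p = 8.21e-06) and by −2.47 with one (SE 0.329, adjusted p = 0.000333). All 5 DOX libraries lay below the NS mean and all 5 Tumor+DOX libraries below the Tumor+NS mean. *Nppa*, one of the 37, changed by 1.52 (SE 0.408, adjusted p = 0.00617) and 1.65 (SE 0.386, adjusted p = 0.0179), with all 5 libraries above the control mean in both states. With a tumor this call was lost in 2 of 21 fits that left out a library.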

Expression pattern analysis of the 206 shared DEGs revealed that most genes displayed similar upregulation or downregulation trends under both conditions. However, 16 DEGs exhibited opposite expression patterns between the non-tumor-bearing and tumor-bearing groups (Figure 4A). 

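Of the shared DEGs, 2 changed in opposite directions, *Tnp1* and *Ssu2*. *Ssu2* (ENSMUSG00000034387, chromosome 6, 112336285–112364984, minus strand) fell from 4.22 ± 1.25 to 1.94 ± 0.416 CPM with DOX (log2 fold change −1.12, SE 0.295, edgeR adjusted p = 0.00561). In tumor-bearing mice it rose from 1.81 ± 0.853 to 3.95 ± 0.860 CPM (1.13, SE 0.277, adjusted p = 0.0225). All 5 DOX libraries lay below the NS mean, and all 5 Tumor+DOX libraries above the Tumor+NS mean. *Tnp1* (ENSMUSG00000026182, chromosome 1, 73054233–73055068, minus strand) had counts of 2 to 17 in NS, 0 in DOX, 0 to 1 in Tumor+NS and 0 to 10 in Tumor+DOX. It was at least 2.05-fold lower with DOX without a tumor (adjusted p = 0.00142; all 5 libraries below the NS mean). With a tumor it was at least 2.45-fold higher (adjusted p = 0.0105; 4 of 5 libraries above the Tumor+NS mean). *Gm32699* (ENSMUSG00000113528, chromosome 13, 18118848–18120871, plus strand) changed by −1.46 (SE 0.446, adjusted p = 0.0141) and 1.33 (SE 0.391, adjusted p = 0.0528), with all 5 libraries on the respective side in both states. The tumor-bearing call of *Ssu2* was lost in 2 of 21 fits that left out a library, and that of *Gm32699* was gained in 3. The other 13 genes that the study lists were below the expression minimum. With no minimum, 17 genes were called in both states in opposite directions, 11 of them among the 16 of the study. Leaving out NS replicate 3 left 1 such gene, and leaving out DOX replicate 4 gave 5.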

GO enrichment analysis showed that the shared DEGs were primarily enriched in biological process (BP) terms, including positive regulation of cell–cell adhesion, immune response, inflammatory response, and cytokine-mediated signaling pathways. 

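Terms were tested with a one-sided Fisher's exact test, using the annotation that the authors' table gives for each gene, against the annotated genes tested. GO was used as annotated, without parent terms. Of the shared DEGs, 75 carried a BP annotation. Immune response held 3 of them where 0.511 are expected (Fisher's exact p = 0.0144), and inflammatory response 3 where 1.33 are expected (exact p = 0.148). Positive regulation of cell-cell adhesion and cytokine-mediated signaling pathway held 0, where 0.102 and 0.443 are expected. Over all 17 terms that the study names for shared DEGs and that hold a gene tested, 10 were past an exact p of 0.05. Leaving out Tumor+DOX replicate 1 changed this to 5, the largest move. The study chose these terms on the same samples, so adjustment over this list alone, which all 10 passed, is not independent evidence. Adjusted by Benjamini-Hochberg over every term of their kind, 5 of the 10 stayed under 0.05.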

In terms of cellular component (CC), these genes were mainly associated with the extracellular space, integral component of membrane, and collagen-containing extracellular matrix. 

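Of the shared DEGs, 83 carried a CC annotation. Extracellular space held 18 of them where 4.87 are expected (one-sided Fisher's exact p = 1.11e-06, adjusted over 1005 CC terms by Benjamini-Hochberg 0.000186). Integral component of membrane held 19 where 13.8 are expected (exact p = 0.0852). Hemoglobin complex, which the paper's text does not name, held all 4 of its genes tested where 0.0286 are expected (exact p = 2.42e-09, adjusted 1.74e-06). The table annotates no gene with collagen-containing extracellular matrix, so that term was not analysed here.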

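MF terms were annotated for 73 of the shared DEGs. Receptor binding held 2 where 1.29 are expected (one-sided Fisher's exact p = 0.371). Outward rectifier potassium channel activity, which 4 genes tested carry, held 0. The annotation has no gene under transmembrane signaling receptor binding, which was not analysed here.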

For molecular function (MF), enrichment was mainly observed in outward rectifier potassium channel activity, transmembrane signaling receptor binding, and receptor binding (Figure 4B). KEGG pathway analysis indicated that the shared DEGs were mainly enriched in immune- and adhesion-related pathways, including the NF-κB signaling pathway, chemokine signaling pathway, Th1 and Th2 cell differentiation, Th17 cell differentiation, antigen processing and presentation, cell adhesion molecules, ECM–receptor interaction, focal adhesion, and the PI3K-Akt signaling pathway (Figure 4C). 

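Of the shared DEGs, 47 carried a pathway annotation. By one-sided Fisher's exact test, antigen processing and presentation held 5 where 0.420 are expected (p = 5.42e-05) and cell adhesion molecules 5 where 0.563 are expected (p = 0.000221). ECM-receptor interaction held 4 (0.467 expected, exact p = 0.00114), Th1 and Th2 cell differentiation 4 (0.499, exact p = 0.00146) and Th17 cell differentiation 4 (0.610, exact p = 0.00307). Focal adhesion held 5 (1.47, exact p = 0.0148), PI3K-Akt signaling 6 (2.21, exact p = 0.0217) and NF-kappa B signaling 3 (0.673, exact p = 0.0293). Chemokine signaling held 2 where 1.09 are expected (exact p = 0.299). Over all 379 pathways, 22 stayed under an adjusted p of 0.05, with the first 4 of these among them (0.00171, 0.00493, 0.0207 and 0.0252 by Benjamini-Hochberg). Pathways that the paper's text does not name had the lowest adjusted p, asthma (1.17e-06) and African trypanosomiasis (2.29e-06). The same few genes carry several of these pathways, so the tests are not independent of each other.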

From the shared DEGs, three representative genes (*Mfap4*, *ITGB6*, and *UCP3*) were selected for quantitative real-time PCR (qPCR) validation (Figure 4D). 

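*Mfap4* (ENSMUSG00000042436, chromosome 11, 61376257–61379726, plus strand), *Itgb6* (ENSMUSG00000026971, chromosome 2, 60428636–60552987, minus strand) and *Ucp3* (ENSMUSG00000032942, chromosome 7, 100122197–100135639, plus strand) are located as the table gives them, whose genome build is not named. *Mfap4* fell with DOX from 9.28 ± 2.00 to 2.15 ± 1.81 CPM without a tumor (log2 fold change −2.09, SE 0.402, edgeR adjusted p = 0.000472). With a tumor it fell from 5.38 ± 2.75 to 1.73 ± 0.556 CPM (−1.63, SE 0.392, adjusted p = 0.021). *Itgb6* fell from 17.8 ± 6.26 to 1.12 ± 1.28 CPM (SE of the log2 fold change 0.567, adjusted p = 2.91e-05) and from 11.9 ± 8.24 to 3.24 ± 0.742 CPM (−1.87, SE 0.482, adjusted p = 0.0297). *Ucp3* fell from 17.9 ± 6.25 to 6.21 ± 3.08 CPM (−1.53, SE 0.554, adjusted p = 0.0353) and from 33.0 ± 27.3 to 6.08 ± 2.00 CPM (−2.44, SE 0.545, adjusted p = 0.0144). For all 3 genes, all 5 DOX libraries lay below the NS mean and all 5 Tumor+DOX libraries below the Tumor+NS mean. The interaction adjusted p was 0.602 for *Mfap4*, 0.0645 for *Itgb6* and 0.438 for *Ucp3*.

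**Figure D2:**
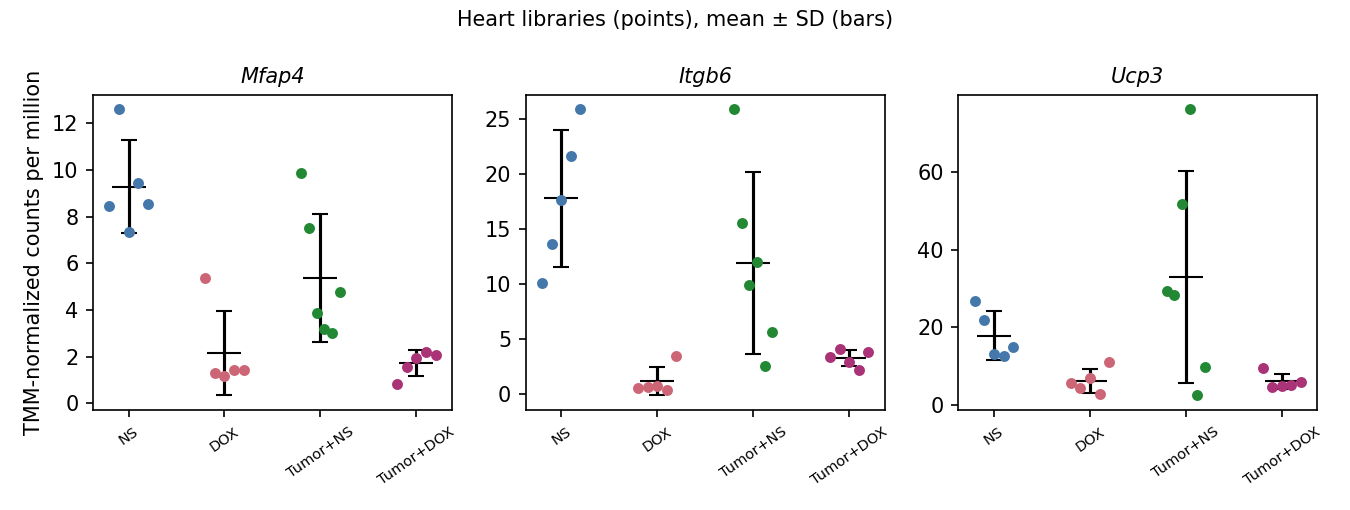
Expression of *Mfap4*, *Itgb6* and *Ucp3* in each heart library (TMM-scaled CPM, mean ± SD; n = 5, 5, 6 and 5 libraries for NS, DOX, Tumor+NS and Tumor+DOX).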

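On the RNA-seq side, a two-sided exact permutation test of log2 FPKM gave p = 0.00794 without a tumor for each of *Mfap4*, *Itgb6* and *Ucp3*. With a tumor it gave p = 0.00433 for *Mfap4*, 0.026 for *Itgb6* and 0.0606 for *Ucp3* (exact permutation test, n = 6 and 5 libraries). Adjusted over the study's 19 named genes alone, these were 0.0168 without a tumor, and 0.0168, 0.0267 and 0.0606 with one. The study chose the genes on these samples, so this adjustment is not independent evidence. Tumor+NS and Tumor+DOX libraries overlapped for *Itgb6* and *Ucp3*, but not for *Mfap4*. Leaving out each library in turn gave −1.82 to −1.33 for *Ucp3* without a tumor, where the DEG call was lost in 6 of 21 fits. With a tumor *Itgb6* ranged from −2.08 to −1.49 (call lost in 7) and *Mfap4* from −1.74 to −1.37 (call lost in 3).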

The qPCR results confirmed the transcriptomic findings. Collectively, these results indicate that shared DEGs are mainly involved in immune and inflammatory responses, cell adhesion, and extracellular matrix-related processes under both conditions.

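Gene lists fixed beforehand were tested with camera, with p adjusted by Benjamini-Hochberg over 21 lists. Of 24 extracellular matrix genes, 5 rose and 19 fell with DOX without a tumor (median log2 fold change −1.72, camera adjusted p = 3.41e-16). With a tumor 2 rose and 22 fell (−0.70, adjusted p = 1.79e-13). All 5 MHC class II genes tested fell in both states (−3.08, adjusted p = 6.51e-07, and −2.61, adjusted p = 9.19e-18). Of 18 chemokine and receptor genes, 8 rose and 10 fell without a tumor (−0.17, adjusted p = 0.112), a direction that was reversed with a mean FPKM of at least 5 (0.68) and with quantile normalization (0.023). The median was −0.33 without NS replicate 3 and −0.056 without NS replicate 2, and 1 fit that left out a library gained the call. With a tumor 2 rose and 16 fell (−0.84, adjusted p = 0.000346), and without Tumor+NS replicate 5 this median was −0.29. Macrophage markers fell in both states (−0.88, 1 up and 7 down, adjusted p = 0.000121, and −0.41, 0 up and 8 down, adjusted p = 0.000335).
Without a tumor 9 lists were past an adjusted p of 0.05, and with a tumor 8. The assumed correlation between genes mattered most: with the correlation estimated per list, 0 lists stayed without a tumor (4 at an unadjusted p below 0.05), and with a tumor MHC class II genes and erythroid markers stayed. With fry, the calls of fatty acid oxidation genes in both states and of JAK-STAT genes with a tumor were lost. Without a tumor, p53 target, chemokine, pentose phosphate and potassium channel genes and cardiomyocyte markers gained one.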

### 2.5. Analysis of DEGs and Functional Enrichment Specific to Doxorubicin in the Non-Tumor-Bearing State

To systematically compare transcriptomic responses induced by DOX under tumor-bearing and non-tumor-bearing conditions, KEGG pathway and GO functional enrichment analyses were performed on DEGs identified in each group. 

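The interaction of DOX and tumor was tested for the same lists with camera, adjusted by Benjamini-Hochberg over 21 lists. Extracellular matrix genes differed between the states by a median of 0.90 (log2, 17 up and 7 down, adjusted p = 6.29e-06), since they fell less with a tumor. They started lower in Tumor+NS than in NS (−0.36, 5 up and 19 down, adjusted p = 0.00269, not past the threshold with fry). In Tumor+DOX they were higher than in DOX (0.54, 15 up and 9 down, adjusted p = 0.00405). Both differences enter this interaction. Amino acid transporter genes differed by −0.51 (1 up and 10 down, adjusted p = 0.00994). Neutrophil markers differed by −3.88 (0 up and 9 down, adjusted p = 1.79e-05), a fitted value and no bound, because 6 of the 9 genes were at 3 counts or fewer in NS, 3 of them in DOX as well. Erythroid markers differed by −2.50 (0 up and 5 down, adjusted p = 0.0195), also fitted, with 1 gene at 3 counts or fewer in Tumor+DOX. With fry, extracellular matrix and amino acid transporter genes stayed past the threshold for the interaction, and neutrophil and erythroid markers did not. With the correlation estimated per list, these lists all lost it. MHC class II genes (0.32, adjusted p = 0.642) and chemokine genes (−0.30, adjusted p = 0.953) showed no difference past the threshold. Neutrophil markers rose with DOX without a tumor (8 up and 1 down, fitted median 3.62, and 2.15 with the 3 genes at the floor in NS counted at their bound and the 3 at the floor in both groups at 0; adjusted p = 0.00123). With a tumor they changed by −0.50 (1 up and 8 down, adjusted p = 0.312), a direction that array weights (0.051) and the replicate block (0.017) reversed, as did leaving out Tumor+NS replicate 5 (0.025). Without Tumor+NS replicate 1 the value was −0.72, and 1 fit that left out a library gained the call. Erythroid markers fell in both states, in all 5 genes (−3.34, adjusted p = 0.00131, and, with a tumor, fitted −5.28, and −5.25 with the gene at the floor counted at its bound, adjusted p = 1.01e-19).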

The results revealed distinct molecular responses between the two conditions. We first focused on DEGs that were specifically altered only in the non-tumor-bearing state. GO enrichment analysis showed that these non-tumor-bearing-specific DEGs were mainly enriched in BP terms related to extracellular matrix organization, cytokine-mediated signaling pathways, and amino acid import across plasma membrane. 

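Of the genes called only in non-tumor-bearing mice, 861 carried a BP annotation. Extracellular matrix organization held 28 where 7.98 are expected (one-sided Fisher's exact p = 2.35e-09). Cytokine-mediated signaling pathway held 14 where 5.08 are expected (exact p = 0.000407). Amino acid import across plasma membrane held 2 where 0.626 are expected (exact p = 0.125). Over all 17 terms that the study names for this set, 9 were past an exact p of 0.05, and all 9 stayed after adjustment over this list alone, which is not independent evidence because the study chose the terms on these samples. After Benjamini-Hochberg adjustment over every term of their kind, 5 stayed. With DEG sets that had no minimum fold change, 2 of the 17 were past 0.05.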

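Of the CC annotations of the same set, carried by 914 genes, external side of plasma membrane held 37 where 15.0 are expected (one-sided Fisher's exact p = 2.27e-07). Plasma membrane held 231 where 168 are expected (exact p = 4.17e-08). Adjusted by Benjamini-Hochberg over all CC terms these were 3.81e-05 and 1.05e-05.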

In terms of CC, these genes were mainly localized to the external side of plasma membrane and plasma membrane structures. For MF, enrichment was observed in extracellular matrix structural constituent and extracellular matrix binding (Figure 5A). 

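MF annotations were carried by 810 of these genes. Extracellular matrix structural constituent held 15 where 2.69 are expected (one-sided Fisher's exact p = 1.18e-08, 1.85e-05 after Benjamini-Hochberg adjustment over 1568 MF terms). Extracellular matrix binding held 7 where 2.06 are expected (exact p = 0.00329, 0.397 after this adjustment).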

When these DEGs were further stratified by expression direction, distinct patterns emerged. Downregulated genes were mainly enriched in terms associated with cytokine-mediated signaling pathways and the external side of the plasma membrane. In contrast, upregulated genes were predominantly enriched in extracellular matrix organization, amino acid import across plasma membrane, plasma membrane structures, extracellular matrix structural constituent, and extracellular matrix binding (Figure 5A).

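Of the non-tumor-bearing-only DEGs, 739 fell with DOX. Among them, cytokine-mediated signaling pathway held 8 where 3.19 are expected (one-sided Fisher's exact p = 0.0138). External side of plasma membrane held 23 where 9.55 are expected (exact p = 8.1e-05). Extracellular matrix organization held 22 where 5.01 are expected (exact p = 3.2e-09), extracellular matrix structural constituent 15 where 1.67 are expected (exact p = 1.47e-11) and extracellular matrix binding 5 where 1.28 are expected (exact p = 0.00779). Plasma membrane held 149 where 107 are expected (exact p = 5.23e-06). Of the 17 named terms 8 were past 0.05 in this set, and 5 with sets that had no minimum fold change. The 8 stayed after adjustment over the list alone, and 6 after Benjamini-Hochberg adjustment over every term of their kind.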

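Of the same set, 545 genes rose with DOX. Extracellular matrix organization held 6 of them where 2.97 are expected (one-sided Fisher's exact p = 0.0765). Amino acid import across plasma membrane held 2 where 0.233 are expected (exact p = 0.021). Plasma membrane held 82 where 61.2 are expected (exact p = 0.00239). Extracellular matrix structural constituent held 0 where 1.02 are expected, and extracellular matrix binding 2 where 0.783 are expected (exact p = 0.184). External side of plasma membrane held 14 where 5.47 are expected (exact p = 0.0012), and cytokine-mediated signaling pathway 6 where 1.89 are expected (exact p = 0.0113). Of the 17 named terms 5 were past an exact p of 0.05 (8 without Tumor+NS replicate 2, and 1 with no minimum fold change). After adjustment over the list alone 4 stayed, and 0 after Benjamini-Hochberg adjustment over every term of their kind. Amino acid transporter genes as a list rose in 9 of 11 without a tumor (median log2 fold change 0.79, camera adjusted p = 0.00945). With a tumor 3 rose and 8 fell (−0.17, adjusted p = 0.848), a direction that array weights reversed (0.005), as did leaving out Tumor+NS replicate 5 (0.006). *Slc38a2*, the most abundant of them, changed by 1.06 (SE 0.276, edgeR adjusted p = 0.00515), with all 5 DOX libraries above the NS mean.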

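Of the non-tumor-bearing-only DEGs, 426 carried a pathway annotation. By one-sided Fisher's exact test, fatty acid metabolism held 2 where 3.81 are expected (p = 0.903). Glutathione metabolism held 3 where 3.81 are expected (exact p = 0.744), and the pentose phosphate pathway 2 where 1.58 are expected (exact p = 0.476). PI3K-Akt signaling held 35 where 20.0 are expected (exact p = 0.000731) and JAK-STAT signaling 15 where 6.97 are expected (exact p = 0.00357). MAPK signaling held 20 (exact p = 0.346), and AMPK signaling 7 where 7.90 are expected (exact p = 0.685).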

KEGG pathway analysis revealed that these non-tumor-bearing-specific DEGs were mainly enriched in metabolic pathways, including fatty acid metabolism, glutathione metabolism, and the pentose phosphate pathway, as well as signaling pathways such as PI3K–Akt, MAPK, JAK-STAT and AMPK signaling. Apoptosis and the p53 signaling pathway were also significantly enriched (Figure 5B). 

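Apoptosis held 7 of the annotated genes of this set where 9.26 are expected (one-sided Fisher's exact p = 0.829), and p53 signaling 8 where 4.81 are expected (exact p = 0.105). Of 19 p53 target genes in a list fixed beforehand, 13 rose and 6 fell with DOX without a tumor (median log2 fold change 0.09, camera adjusted p = 0.258). This direction was reversed by 5 settings, to −0.045 with log2(FPKM + 1), −0.052 with log2(FPKM + 0.01), −0.035 with TPM, −0.048 with log2(FPKM + 0.1) and −0.056 with library totals. Without NS replicate 2 the median was 0.049. With fry in place of camera the list was past the threshold. Of 19 apoptosis genes 9 rose and 10 fell (−0.09, adjusted p = 0.922), reversed with no filter (0.037), with a mean FPKM of at least 5 (0.37), with quantile normalization (0.013) and with DESeq2 on 2 groups without a filter (0.046). Leaving out NS replicate 1 reversed it as well (0.022).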

Stratified KEGG pathway analysis of upregulated and downregulated DEGs within this specific set revealed distinct enrichment patterns. Downregulated DEGs were mainly enriched in protein digestion and absorption, PI3K–Akt signaling pathway, and MAPK signaling pathway, whereas upregulated DEGs were primarily enriched in the JAK–STAT signaling pathway (Figure 5B). 

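Among the falling genes of this set, protein digestion and absorption held 14 where 2.02 are expected (one-sided Fisher's exact p = 4.65e-09). PI3K-Akt signaling held 26 where 12.2 are expected (exact p = 0.000192), and MAPK signaling 16 where 11.0 are expected (exact p = 0.0833). JAK-STAT signaling held 6 where 4.25 are expected (exact p = 0.251). Among the rising genes JAK-STAT signaling held 9 where 2.71 are expected (exact p = 0.00147, 0.556 after Benjamini-Hochberg adjustment over all pathways). Over all pathways, 5 stayed under an adjusted p of 0.05 among the falling genes. Protein digestion and absorption (1.76e-06) and PI3K-Akt signaling (0.0156) were among them. The others were cytokine-cytokine receptor interaction (0.0102), viral protein interaction with cytokine and cytokine receptor (0.0121) and ECM-receptor interaction (0.0156). The paper lists viral protein interaction and ECM-receptor interaction for tumor-bearing-only DEGs, and ECM-receptor interaction also for shared DEGs.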

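Metabolic lists were tested in non-tumor-bearing mice with camera, adjusted by Benjamini-Hochberg over 21 lists. Of 17 fatty acid oxidation genes, 4 rose and 13 fell with DOX (median log2 fold change −0.33, adjusted p = 0.0294). Without DOX replicate 3 this median was −0.18 and the call was lost. With a tumor 2 rose and 15 fell (−0.16, adjusted p = 0.0185), and the interaction was 0.11 (adjusted p = 0.389). With a tumor this call was lost in 5 of 21 fits that left out a library, and the median went from −0.24 without Tumor+NS replicate 5 to −0.076 without Tumor+DOX replicate 4. *Fabp3*, the most abundant, changed by −1.02 without a tumor (SE 0.206, edgeR adjusted p = 0.000711; all 5 libraries below the NS mean) and by −0.66 with one (SE 0.197, adjusted p = 0.0565; all 5 below the Tumor+NS mean; past an adjusted p of 0.05 in 3 of 21 fits that left out a library). Of 18 glutathione genes, 12 rose and 6 fell without a tumor (0.09, adjusted p = 0.0433), a direction reversed by log2(FPKM + 1) (−0.047), log2(FPKM + 0.01) (−0.049), TPM (−0.033), log2(FPKM + 0.1) (−0.048) and library totals (−0.051). The call was lost in 7 of 21 fits that left out a library. The median was 0.049 without NS replicate 2 and 0.17 without NS replicate 3. *Gpx3* changed by 0.96 (SE 0.214, adjusted p = 0.00157), with all 5 DOX libraries above the NS mean. Of 8 pentose phosphate genes, 2 rose and 6 fell (−0.35, adjusted p = 0.258), and fry called this list. Without NS replicate 3 the median was −0.18. With a tumor, glutathione genes (8 up and 10 down, adjusted p = 0.14) and pentose phosphate genes (0 up and 8 down, median −0.19, adjusted p = 0.153) were not past the threshold. Without Tumor+NS replicate 5 these medians were 0.063 and −0.094, and 1 fit that left out a library gained the pentose phosphate call.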

Taken together, these results suggest that DOX-induced cardiotoxicity under non-tumor-bearing conditions involves extracellular matrix remodeling, inflammatory responses, and metabolic and signaling pathway dysregulation.

### 2.6. Analysis of Differentially Expressed Genes and Functional Enrichment Specific to Doxorubicin in the Tumor-Bearing State

To investigate the specific mechanisms of doxorubicin under tumor-bearing conditions, GO and KEGG enrichment analyses were performed on tumor-bearing-specific DEGs. GO enrichment analysis of these DEGs revealed that upregulated genes were mainly enriched in regulation of presynaptic membrane potential, whereas downregulated genes were primarily associated with positive regulation of immune response. 

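Of the genes called only in tumor-bearing mice, 23 rose and 24 fell with DOX. BP annotations were carried by 9 rising and 23 falling genes. Positive regulation of immune response, which 9 genes tested carry, held 0 of the falling genes where 0.0188 are expected. The annotation has no gene under regulation of presynaptic membrane potential, which was not analysed here. With sets of this size, 1 gene can decide an enrichment. Of the terms that the study names for this set, 21 hold a gene tested. Of these 21, 5 were past a one-sided Fisher's exact p of 0.05. Leaving out Tumor+DOX replicate 3 left 0 of them, and leaving out Tumor+NS replicate 6 gave 9.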

Other enriched biological processes included regulation of T cell-mediated immunity, oxidative stress response, cell proliferation, cardiac conduction, and cell death. 

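Regulation of cell proliferation held 2 of the tumor-bearing-only DEGs where 0.291 are expected (one-sided Fisher's exact p = 0.034), both falling. Positive regulation of cell death held 1 where 0.0930 are expected (exact p = 0.0891). Terms on cellular response to oxidative stress and on cardiac conduction, which 6 and 7 genes tested carry, held 0. No gene tested carries regulation of T cell mediated immunity, so that term was not analysed here.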

In the cellular component category, DEGs were enriched in collagen-containing extracellular matrix, while downregulated genes were specifically enriched in the membrane raft and external side of plasma membrane. 

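External side of plasma membrane held 3 of the tumor-bearing-only DEGs where 0.526 are expected (one-sided Fisher's exact p = 0.0153), all falling (exact p = 0.00535 among falling genes). Membrane raft held 2 where 0.507 are expected (exact p = 0.0908), also falling (exact p = 0.0468 among falling genes). The annotation has no gene under collagen-containing extracellular matrix.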

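Among tumor-bearing-only DEGs, receptor binding held 6 where 0.548 are expected (one-sided Fisher's exact p = 1.44e-05, 0.0226 after Benjamini-Hochberg adjustment over all MF terms). All 6 fell. Outward rectifier potassium channel activity and CXCR3 chemokine receptor binding, which 4 and 2 genes tested carry, held 0. Of 9 potassium channel genes in a list fixed beforehand, 5 rose and 4 fell with a tumor (median log2 fold change 0.20, camera adjusted p = 0.189), a direction that was reversed with no filter (−0.057) and with DESeq2 on 2 groups without a filter (−0.056). It was 0.12 without Tumor+NS replicate 5.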

In the molecular function category, enriched terms mainly included receptor binding, outward rectifier potassium channel activity, and CXCR3 chemokine receptor binding (Figure 6A).

KEGG pathway enrichment analysis of these tumor-bearing specific DEGs showed that the enriched pathways were mainly associated with immune regulation and tumor–microenvironment interactions. Specifically, enriched pathways included viral protein interaction with cytokine and cytokine receptor, Toll-like receptor signaling pathway, NOD-like receptor signaling pathway, JAK-STAT signaling pathway, hematopoietic cell lineage, ECM–receptor interaction, complement and coagulation cascades, cell adhesion molecules, C-type lectin receptor signaling pathway, B cell receptor signaling pathway, and antigen processing and presentation. 

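Of the tumor-bearing-only DEGs, 17 carried a pathway annotation. By one-sided Fisher's exact test, complement and coagulation cascades held 2 where 0.109 are expected (p = 0.00512), and antigen processing and presentation 2 where 0.152 are expected (p = 0.00978). Cell adhesion molecules (exact p = 0.185), Toll-like receptor signaling (exact p = 0.199) and NOD-like receptor signaling (exact p = 0.302) held 1 each. The other 6 named pathways held 0: viral protein interaction with cytokine and cytokine receptor, JAK-STAT signaling, hematopoietic cell lineage, ECM-receptor interaction, C-type lectin receptor signaling and B cell receptor signaling. Adjusted over the 21 terms of the study's list that hold a gene tested, 1 stayed under 0.05, receptor binding.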

When these DEGs were stratified by expression direction, the Toll-like receptor signaling pathway, hematopoietic cell lineage, and complement and coagulation cascades were specifically enriched among downregulated genes, whereas no KEGG pathways were significantly enriched in upregulated genes. 

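Among the 11 falling genes with a pathway annotation, complement and coagulation cascades held 2 where 0.0705 are expected (one-sided Fisher's exact p = 0.00212). Toll-like receptor signaling held 1 where 0.143 are expected (exact p = 0.134), and hematopoietic cell lineage 0 where 0.0946 are expected. Among the 6 rising genes with an annotation, each of these pathways held 0. Of the 21 named terms that hold a gene tested, 6 were past an exact p of 0.05 among falling genes. Among rising genes 1 was, positive regulation of cell death (exact p = 0.0259). Without Tumor+NS replicate 5 none stayed among falling genes, and without DOX replicate 2 there were 8. After adjustment over the list alone 4 stayed among falling genes and 0 among rising genes. Over every term of their kind 1 and 0 stayed.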

(Figure 6B). These findings suggest that tumor-bearing-specific DEGs are mainly involved in immune-inflammatory responses, cytokine signaling, and extracellular matrix organization-molecular changes that are distinct from those observed in the non-tumor-bearing state.

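Lists of these pathways were tested with camera, adjusted by Benjamini-Hochberg over 21 lists. With a tumor, 4 of 28 JAK-STAT genes rose and 24 fell (median log2 fold change −0.30, adjusted p = 0.0125), and without Tumor+NS replicate 5 the median was −0.094. Leaving out a library lost this call in 2 of 21 fits. Of 16 Toll-like receptor genes, 4 rose and 12 fell (−0.31, adjusted p = 0.312), a direction that array weights reversed (0.037). Their median was −0.05 without Tumor+NS replicate 5 and −0.52 without Tumor+DOX replicate 4. Of 8 NOD-like receptor genes 1 rose and 7 fell (−0.20, adjusted p = 0.497; −0.13 without Tumor+DOX replicate 5). Of 14 complement and coagulation genes 2 rose and 12 fell (−0.22, adjusted p = 0.0812). This median went from −0.41 without Tumor+DOX replicate 4 to −0.094 without Tumor+NS replicate 5, and 2 fits that left out a library gained the call. Without a tumor the medians were 0.07 for JAK-STAT genes (16 up and 12 down, adjusted p = 0.81), 0.13 for Toll-like receptor genes (11 up and 5 down, adjusted p = 0.81) and 0.09 for NOD-like receptor genes (4 up and 4 down, adjusted p = 0.922). All of these directions were reversed by TPM (−0.065, −0.006 and −0.32) and by array weights (−0.055, −0.099 and −0.44), among others. Single libraries reversed them too: without DOX replicate 4 JAK-STAT genes were at −0.052 and NOD-like receptor genes at −0.43, and without NS replicate 3 Toll-like receptor genes at −0.018. Complement and coagulation genes fell there (−0.38, 3 up and 11 down, adjusted p = 0.0379), a call lost in 5 of 21 fits that left out a library. The interaction was not past the threshold for JAK-STAT (−0.38, adjusted p = 0.0917), Toll-like receptor (−0.42, adjusted p = 0.389), NOD-like receptor (−0.13, adjusted p = 0.7) or complement and coagulation genes (0.13, adjusted p = 0.315).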

## 3. Discussion

In the present study, we compared DOX-induced cardiotoxicity between tumor-bearing and non-tumor-bearing mouse models. Our results showed that although DOX similarly impairs cardiac systolic function in both models, tumor-bearing mice exhibit more severe myocardial structural damage and higher serum biomarker levels. Transcriptomic analysis revealed that shared gene expression changes between the two models are mainly related to immune-inflammatory responses and extracellular matrix remodeling. Notably, non-tumor-bearing mice showed enrichment in oxidative stress, metabolic dysregulation, and p53-mediated apoptosis, whereas tumor-bearing mice were characterized by enrichment of immune-related pathways such as JAK–STAT, Toll-like receptor, and chemokine signaling. These findings highlight the impact of tumor burden on DOX-induced cardiotoxicity mechanisms and underscore the value of tumor-bearing models in preclinical research for developing context-specific cardioprotective strategies.

Unlike conventional chronic DOX-induced cardiotoxicity models with longer treatment durations, the modeling period in this study was limited to three weeks due to ethical constraints related to tumor burden, as animals were required to be euthanized when tumor volume approached 1500 mm^3^. Despite the shortened modeling duration, cardiac dysfunction was already evident, with impaired systolic function observed in DOX-treated tumor-bearing mice compared with controls. Tissue analysis revealed structural alterations in the heart, as reflected by changes in the heart weight-to-tibia length ratio and histopathological findings based on H&E staining, indicating increased inflammatory cell infiltration. Serum levels of myocardial injury markers, including BNP and CK-MB, were also assessed. Notably, in tumor-bearing mice treated with DOX, both BNP and CK-MB levels were significantly increased, further supporting the presence of myocardial injury under tumor-bearing conditions. These findings suggest that the cardiac injury response may not only be driven by the direct toxicity of DOX but also modulated by the systemic physiological environment. Increasing evidence indicates the existence of bidirectional biochemical interactions between the heart and tumors, further complicating the relationship between cancer and cardiovascular diseases [9].

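To compare effect sizes apart from the test, genes were picked in part of the NS and DOX libraries and measured in the libraries left. A gene was picked if the groups did not overlap there and differed by at least 1 (log2). Over 100 divisions of the libraries, with a median of 905 genes picked, the mean effect in tumor-bearing mice was 0.303 times that in non-tumor-bearing mice (range 0.266 to 0.358). All tumor-bearing libraries entered every division, so this range holds no spread between them. In the reverse direction, genes picked in part of the tumor-bearing libraries (median 152.5 genes, 200 divisions) changed in non-tumor-bearing mice 1.20 times as much as in the tumor-bearing libraries left. This second ratio ranged from 0.588 to 20.4 and is not stable. In mice without DOX, the RNA of the heart samples differed with a tumor: Tumor+NS against NS gave 504 DEGs, of which 487 rose. The other 17 fell, a count that was 8 without NS replicate 3 and 48 without Tumor+NS replicate 1. Tumor+DOX against DOX gave 786, of which 611 rose. Without a minimum fold change the balance was closer: 1332 rose and 1110 fell between Tumor+DOX and DOX, and 699 rose and 180 fell between Tumor+NS and NS. These comparisons share libraries with the comparisons of DOX.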

From a transcriptomic perspective, the number of DEGs induced by DOX under tumor-bearing conditions was lower than that observed in non-tumor-bearing conditions, suggesting that tumor burden may influence the cardiac transcriptional response to DOX. The reduction in DEG number may be associated with several factors. First, tumor burden is often accompanied by systemic inflammation and stress responses, which can alter the basal transcriptional state of the heart and attenuate gene expression changes in response to DOX [10,11]. In addition, tumor-associated metabolic and immune alterations may affect the overall responsiveness of the organism to pharmacological stimuli, potentially limiting the extent of transcriptional changes in cardiac tissue. Furthermore, tumor-related immune regulatory states may modulate transcriptional networks and influence the cardiac response to injury signals [12,13]. Compared with previous studies based on non-tumor-bearing models, which typically report a greater number of DEGs, the present findings suggest that DOX-induced transcriptional responses may exhibit context dependency under complex pathological conditions.

A total of 206 shared DEGs were identified between the tumor-bearing and non-tumor-bearing models. Among these, 16 genes exhibited opposite expression trends—including *Ldhc*, *Crisp2*, *Adam5*, *Prm2*, *Smcp*, *Atp8b3*, *Spz1*, *Tnp1*, *Gm32699*, *Akap3*, *Akap4*, *Pmfbp1*, *Ssu2*, *Gm17249*, *Cct8l1*, and *Clgn*—a subset predominantly involved in spermatogenesis, sperm motility, fertilization, and male germ cell development. 

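The counts of these genes were low. The 13 that lay below the expression minimum summed to 129 ± 37.5 counts per library in NS (range 81 to 174), 17.8 ± 6.65 in DOX (9 to 26), 23.7 ± 5.96 in Tumor+NS (12 to 28) and 146 ± 37.7 in Tumor+DOX (82 to 177). At most they made up 11.5 CPM. By a two-sided exact permutation test of log2 FPKM, all 16 genes had a p adjusted over the study's 19 named genes alone of 0.0168 to 0.0251 in both states. The study chose the genes on these samples, so this adjustment is not independent evidence. Germ cell markers outside the 16 that were too low to be tested singly, 12 genes, were summed per library. They differed between NS and DOX (two-sided exact permutation p = 0.00794, n = 5 and 5) and between Tumor+NS and Tumor+DOX (exact permutation p = 0.00433, n = 6 and 5). Of these markers, 12 were higher in NS than in DOX and 10 were higher in Tumor+DOX than in Tumor+NS.

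**Figure D3:**
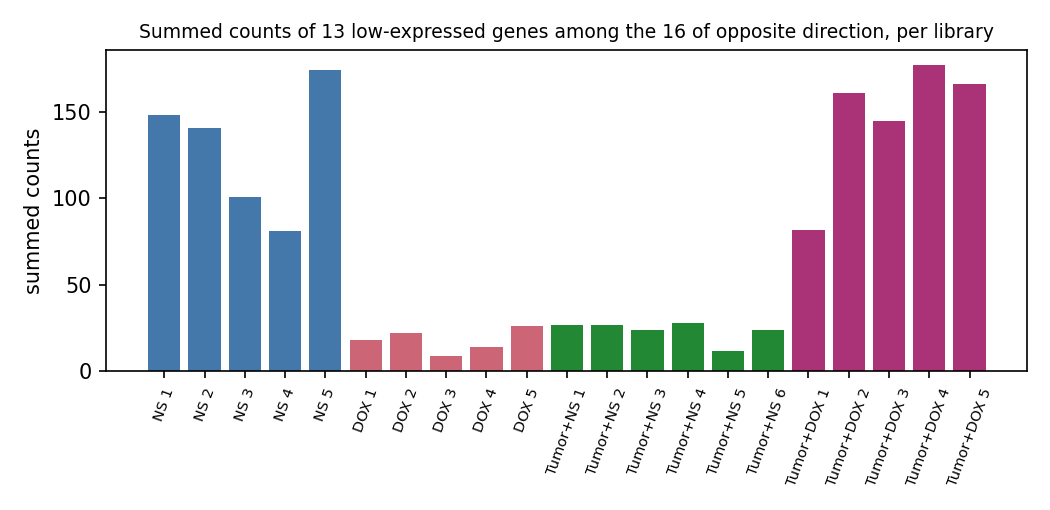
Summed counts of the 13 genes below the expression minimum in each heart library (n = 5, 5, 6 and 5 libraries for NS, DOX, Tumor+NS and Tumor+DOX).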

The divergent regulation of these reproductive-related genes between the two states may reflect context-dependent modulation of germ cell-associated pathways by the tumor microenvironment. Functional enrichment analysis of shared DEGs revealed that several pathways were consistently enriched under both conditions, including NF-κB signaling, chemokine signaling, Th1/Th2 and Th17 cell differentiation, antigen processing and presentation, cell adhesion molecules, and ECM–receptor interaction. These pathways are predominantly associated with immune-inflammatory responses and intercellular communication, suggesting that DOX-driven immune dysregulation and matrix remodeling represent core mechanisms of cardiotoxicity that operate independently of the tumor-bearing state.

Further analysis of condition-specific differentially expressed genes revealed distinct mechanistic profiles. Under non-tumor-bearing conditions, DOX-associated transcriptional alterations were mainly involved in p53-mediated apoptosis, oxidative stress, and fatty acid metabolic dysregulation. This profile was consistent with the well-established mechanisms of DOX-induced DNA damage and mitochondrial dysfunction in cardiomyocytes [14,15]. Specifically, activation of the p53 pathway is closely associated with cardiomyocyte apoptosis, whereas mitochondrial dysfunction leads to the accumulation of reactive oxygen species (ROS) and disruption of energy metabolism. In contrast, under tumor-bearing conditions, condition-specific DEGs were predominantly enriched in immune-related signaling pathways, including JAK-STAT, NOD-like receptor, and Toll-like receptor pathways, suggesting that DOX may elicit a more pronounced immune response in the context of tumor-associated inflammatory priming. This difference may be associated with tumor-associated alterations in immune status, such as the systemic redistribution of immune cells and their potential infiltration into cardiac tissue. Previous studies have demonstrated that DOX can contribute to cardiac inflammation through the activation of innate immune pathways, such as cGAS–STING signaling, and the present findings further support the involvement of immune-related mechanisms under tumor-bearing conditions [16].

Taken together, these results suggest that the molecular mechanisms underlying DOX-induced cardiotoxicity may differ across physiological contexts. Specifically, non-tumor-bearing conditions appear to be more closely associated with metabolic dysregulation and direct cellular injury, whereas tumor-bearing conditions may involve a greater contribution from immune-inflammatory pathways. These differences provide a basis for further investigation into context-dependent intervention strategies, although the underlying mechanisms require further validation. Clinically, dexrazoxane remains the only agent approved for DOX cardiotoxicity. Based on our transcriptomic findings of enrichment of JAK-STAT, Toll-like receptor, and NOD-like receptor pathways in the tumor-bearing model, we propose that modulators of these signaling pathways could be explored as adjunctive therapies. However, mechanistic validation of these pathways was not performed in the present study, and therefore future work will be needed to experimentally test the therapeutic potential of targeting the tumor-associated immune-inflammatory pathways identified herein.

Several limitations of this study should be considered. First, transcriptomic analysis was performed at a single time point, which may not fully capture dynamic transcriptional changes during the progression of DOX-induced cardiotoxicity. Future studies incorporating multiple time points would help to provide a more comprehensive understanding of the temporal dynamics of these molecular events. Second, only a single tumor cell line was used in this study. Given the heterogeneity among different tumor types, particularly in metabolic and immune characteristics, further validation in additional models would strengthen and generalize the present findings.

## 4. Materials and Methods

### 4.1. Ethical Statement

This research conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication, 8th Edition, 2011). All experimental protocols were approved by the Ethics Committee of Bengbu Medical University (protocol No. 2023–171). Research staff had received specialized training in animal care and handling, including animal ethics (3R principles, local regulations) and technical skills (restraint, injection, euthanasia). The mice were fed in a specific pathogen-free environment (12 h/12 h light/darkness, 45–60% relative humidity, and 24–26 °C room temperature) with free access to food and water. The overall health status was checked by trained professionals. All efforts were made to minimize animal suffering. During the experiment, animal wellbeing was monitored every 12 h for signs of distress and endpoints. The following predefined humane endpoints were employed for euthanasia: moribund state (inability to maintain upright posture with or without labored breathing/cyanosis), or fulfillment of ≥4 criteria from: >20% weight loss, tumor volume exceeding 1500 mm^3^, anorexia, sustained hunched posture (>12 h), prostration, motility impairment, dyspnea, ruffled fur, or dehydration. Mice were euthanized by cervical dislocation after induction of anesthesia (inhalation of isoflurane (RWD, Shenzhen, China)) upon meeting humane endpoints.

### 4.2. Mouse Model Establishment

4T1 (Procell system, Wuhan, China) murine breast cancer cells were cultured in RPMI-1640 medium (Gibco (Thermo Fisher Scientific), Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS (ExCell, Suzhou, China)) and 1% penicillin/streptomycin (Biosharp-LABGIC, Beijing, China). Cells in the logarithmic growth phase were collected, adjusted to an appropriate concentration, and subcutaneously injected to establish tumor-bearing mouse models. After model establishment, mice were randomly assigned to a tumor-bearing DOX-treated group and a tumor-bearing control group (*n* = 6 per group). Both the tumor-bearing DOX-treated group and the non-tumor-bearing DOX-treated group received intraperitoneal injections of DOX (Yuanye Bio-Technology Co., Ltd, Shanghai, China) at a dose of 5 mg/kg once weekly for three consecutive weeks.

### 4.3. Echocardiographic Detection

Cardiac ultrasound examinations were performed after modeling following standardized protocols. Mice were anesthetized with 2% isoflurane via nasal inhalation and positioned supine on a temperature-controlled platform. M-mode echocardiograms were acquired using the MS-400 high-frequency transducer (30 MHz, Fujifilm VisualSonics, Inc., Toronto, ON, Canada) positioned at the parasternal short-axis view at the papillary muscle level. Cardiac architecture and functional parameters were quantified using a high-resolution small-animal ultrasound system (Visual Sonics Vevo 2100, Fujifilm VisualSonics, Inc., Toronto, ON, Canada) with the following measurements. Derived functional indices, including ejection fraction (EF) and fractional shortening (FS), were calculated using established formulas.

### 4.4. Histopathological Examination of Heart Tissue

Heart tissues were routinely collected, fixed, processed, and sectioned. Hematoxylin and eosin (H&E) staining was performed on 4 μm paraffin sections. After deparaffinization and rehydration, sections were stained with Mayer’s hematoxylin, differentiated in 0.5% acid alcohol, counterstained with eosin Y, and mounted with resin. Each group consisted of 6 samples. Three regions were randomly selected from each sample for histopathological observation. Heart tissues were harvested and fixed in 4% paraformaldehyde, followed by paraffin embedding. Tissue sections were prepared and deparaffinized with xylene and rehydrated through a graded ethanol series. The sections were then incubated with fluorescently labeled wheat germ agglutinin (WGA) (Servicebio, Wuhan, China) according to the manufacturer’s instructions to visualize the cell membrane. Nuclei were counterstained with DAPI. Images were captured using a fluorescence microscope. Cardiomyocyte cross-sectional area (CSA) was measured using ImageJ (version 1.54f, National Institutes of Health, Bethesda, MD, USA). For each sample, multiple fields were randomly selected, and at least 100 cardiomyocytes were analyzed.

### 4.5. Detection of Serum Cardiac Injury Markers by ELISA

Serum N-terminal pro-brain natriuretic peptide (NT-proBNP) levels were analyzed using a commercial enzyme-linked immunosorbent assay (ELISA) kit (Cat# JL11641, Jianglai Biotechnology, Shanghai, China) according to the manufacturer’s instructions. Creatine kinase-MB (CK-MB) levels in mice were determined using a commercial ELISA kit (Cat# D721065, Sangon Biotech, Shanghai, China) according to the manufacturer’s instructions.

### 4.6. Transcriptome Sequencing

Total RNA was extracted from target tissues and subjected to quality assessment. mRNA was enriched using oligo (dT) magnetic beads, fragmented, and reverse-transcribed into double-stranded cDNA. After end repair and adapter ligation, the libraries were amplified by PCR and purified using magnetic beads. High-throughput sequencing was performed on an Illumina sequencing platform. Raw sequencing reads in FASTQ format were processed using Cutadapt (v1.9.1) to remove technical sequences and low-quality bases. The mRNA expression profiles were deposited in the Gene Expression Omnibus (GEO) database (GSE324519). The threshold for significant enrichment was set at *p* < 0.05. Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs were performed.

### 4.7. Validation of mRNA Expression Levels by qPCR

Total RNA was extracted from heart tissues using TRIzol reagent (Cat# G3013, Servicebio, Servicebio Technology Co., Ltd., Wuhan, Hubei, China). Complementary DNA (cDNA) was synthesized using the PrimeScript™ RT Reagent Kit (Cat# R333-01,Vazyme Biotech Co., Ltd., Nanjing, Jiangsu, China). Quantitative real-time PCR (qRT-PCR) was performed using SYBR Green PCR Master Mix (Cat# 11201ES03, Yeasen Biotechnology (Shanghai) Co., Ltd., Shanghai, China). 

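Each primer pair was matched to the transcripts of GENCODE M21 (GRCm38), the reference used only here. The *Mfap4* pair matched 3 transcripts of 1 gene with a product of 90 bp (chromosome 11, 61487204–61487785, plus strand), with primers in exons 4 and 5 of 5. The *Itgb6* pair matched 4 transcripts of 1 gene with a product of 96 bp (chromosome 2, 60628452–60634657, minus strand), with the reverse primer across exons 11 and 12 of 18. The *Ucp3* pair matched 4 transcripts of 1 gene with a product of 94 bp (chromosome 7, 100480644–100481926, plus strand), with primers in exons 4 and 5 of 7. The *Gapdh* pair gave a product of 123 bp (chromosome 6, 125163330–125165286, minus strand), with the forward primer across exons 2 and 3 of 7. Its sequences also occur in transcripts of other loci, 50 transcripts of 44 genes in all.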

The primer sequences were as follows: *Mfap4*, 5′-AGTGCTGAGGAGGATGGCTA-3′ and 5′-CTTCTGGCCACTGTGGTAGG-3′; *ITGB6*, 5′-CTCATTCCTGGAGCAACCGT-3′ and 5′-CACCTCAGACCGCAGTTCTT-3′; *UCP3*, 5′-CATCGCCAGGGAGGAAGGAG-3′ and 5′-GGTCACCATCTCAGCACAGTTG-3′; *Gapdh*, 5′-AGGTCGGTGTGAACGGATTTG-3′ and 5′-TGTAGACCATGTAGTTGAGGTCA-3′ (Sangon Biotech, Shanghai, China). Relative mRNA expression levels were normalized to GAPDH and calculated using the 2^−ΔΔCt^ method.

### 4.8. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8.0 (GraphPad Software, Boston, MA, USA). Data are presented as mean ± SD. For comparisons among multiple groups, two-way analysis of variance (ANOVA) was applied, while comparisons between two groups were performed using Student’s t-test. A significance threshold was set at *p* < 0.05.

## 5. Conclusions

In this study, we systematically compared the phenotypic characteristics and transcriptomic differences in DOX-induced cardiotoxicity in tumor-bearing and non-tumor-bearing mouse models. The findings indicate that although DOX induces cardiac structural and functional impairment in both models, the phenotypic manifestations and molecular response patterns differ under tumor-bearing conditions. At the histological and serological levels, tumor burden appears to modulate the phenotypic features of DOX-induced cardiac injury. At the transcriptomic level, shared differentially expressed genes suggest the presence of common underlying injury responses, whereas condition-specific DEGs and their functional enrichment further indicate that tumor burden may reshape the cardiac transcriptional response, particularly with respect to the involvement of immune-related signaling pathways and cellular response processes. Taken together, these findings suggest that tumor burden represents a critical factor influencing DOX-induced cardiotoxicity models and should be carefully considered in mechanistic studies and model selection. This study provides a methodological reference for the rational design of animal models and transcriptomic investigations of DOX-induced cardiotoxicity.

## Figures and Tables

**Figure 1:**
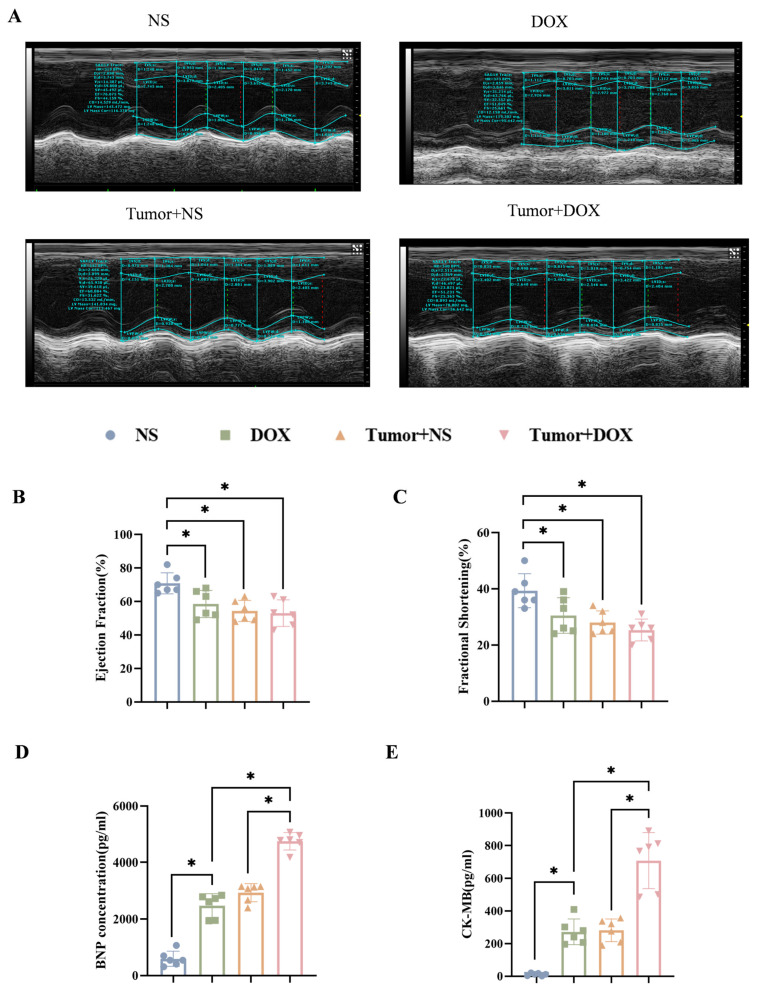
Effects of doxorubicin on cardiac injury under non-tumor-bearing and tumor-bearing conditions. For all graphs, *n* = 6 mice per group. (**A**) Representative M-mode echocardiographic images. Green dash: End-systolic left ventricular internal dimension. Red dash: End-diastolic left ventricular internal dimension. (**B**) Ejection fraction (EF). (**C**) Fractional shortening (FS). (**D**) Serum BNP levels in each group. (**E**) Serum CK-MB levels in each group. * *p* < 0.05.

**Figure 2:**
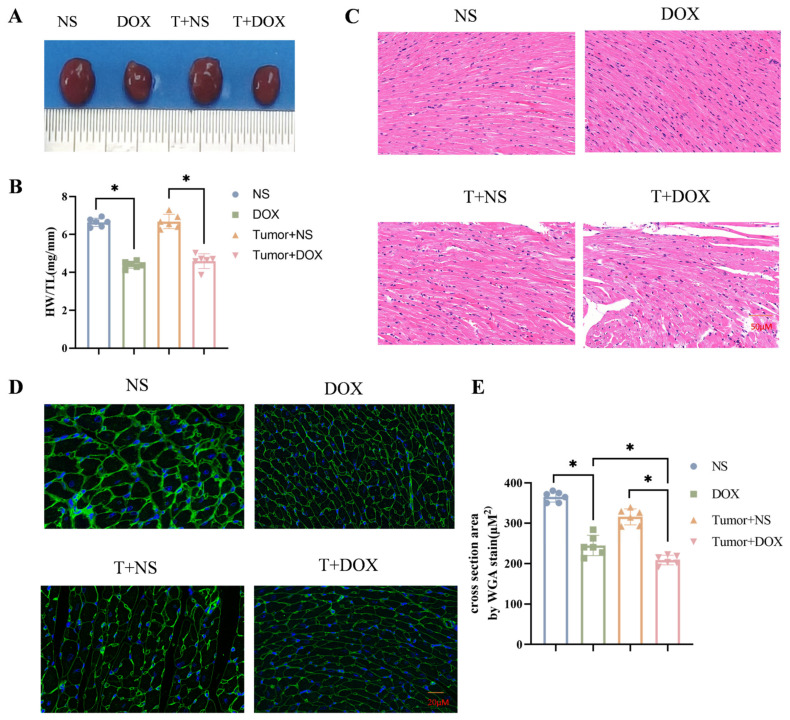
Effects of doxorubicin on cardiac structure under tumor-bearing conditions. For all graphs, *n* = 6 mice per group. (**A**,**B**) Representative images showing heart size and the heart weight-to-tibia length ratio in each group. (**C**) Representative hematoxylin and eosin (HE) staining of heart tissues. (**D**) Representative wheat germ agglutinin (WGA) staining of heart sections. (**E**) Quantification of cardiomyocyte cross-sectional area (CSA) using ImageJ software (version 1.54f). Data are presented as mean ± SD. * *p* < 0.05.

**Figure 3:**
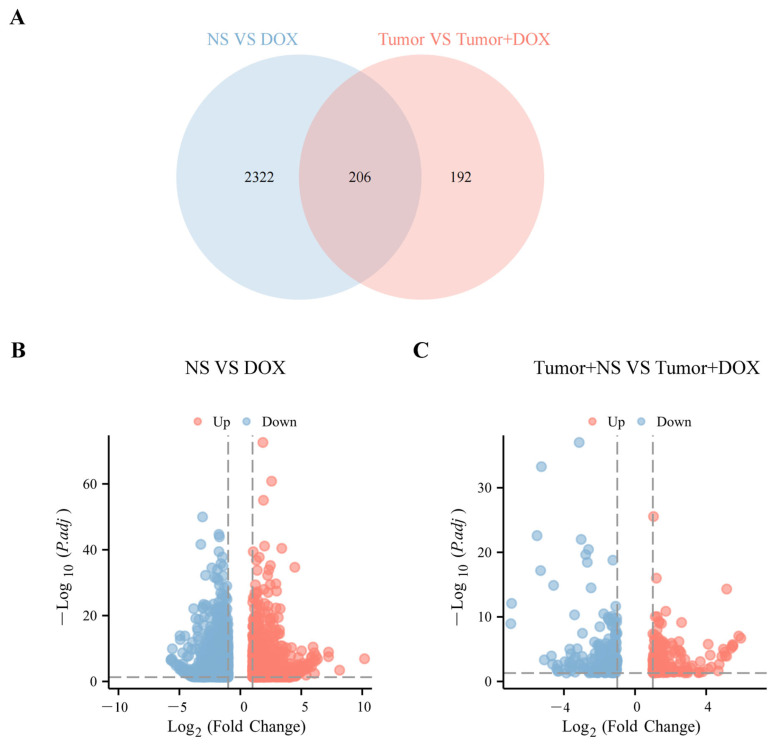
Effects of doxorubicin on differential gene expression under tumor-bearing and non-tumor-bearing conditions. (**A**) Venn diagram showing the overlap of differentially expressed genes (DEGs) among the indicated groups. Numbers represent the number of DEGs in each group. (**B**) Upregulated and downregulated DEGs in the NS vs. DOX comparison. (**C**) Upregulated and downregulated DEGs in the tumor-bearing NS vs. tumor-bearing DOX comparison.

**Figure 4:**
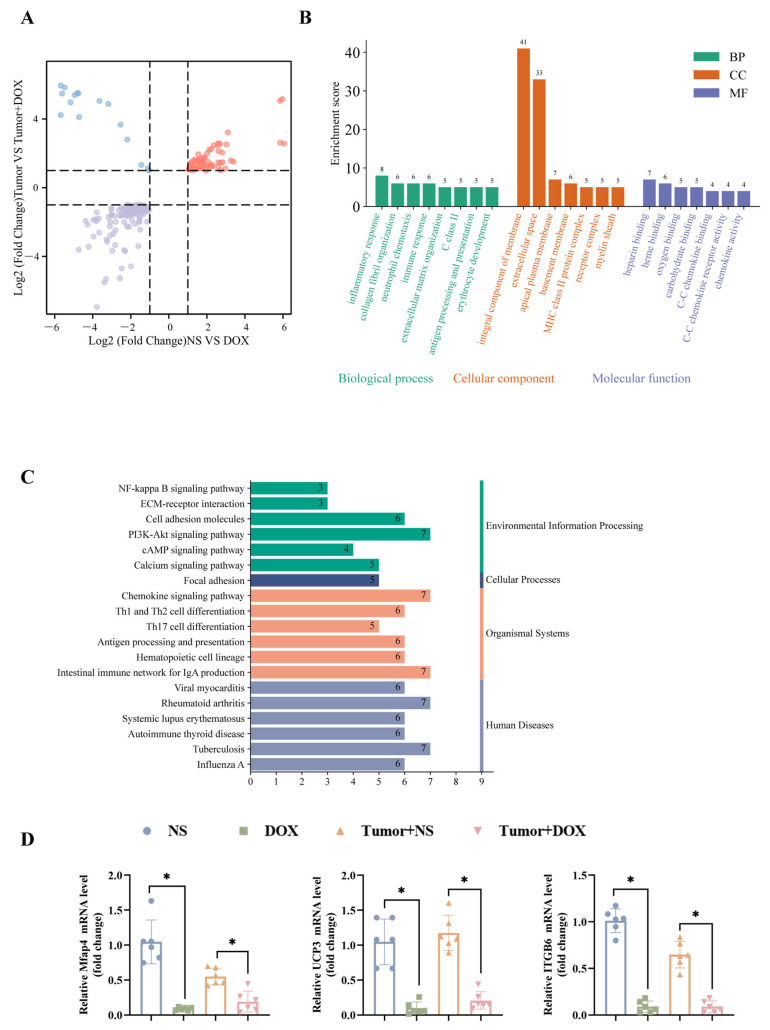
Transcriptomic analysis of shared differentially expressed genes under tumor-bearing and non-tumor-bearing conditions following doxorubicin treatment. (**A**) Nine-quadrant plot showing the expression trends of the 206 shared DEGs between non-tumor-bearing and tumor-bearing conditions. (**B**) Gene Ontology (GO) enrichment analysis of shared differentially expressed genes (DEGs). (**C**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of shared DEGs. (**D**) qPCR validation of Mfap4, ITGB6, and UCP3 expression levels in heart tissues. * *p* < 0.05.

**Figure 5:**
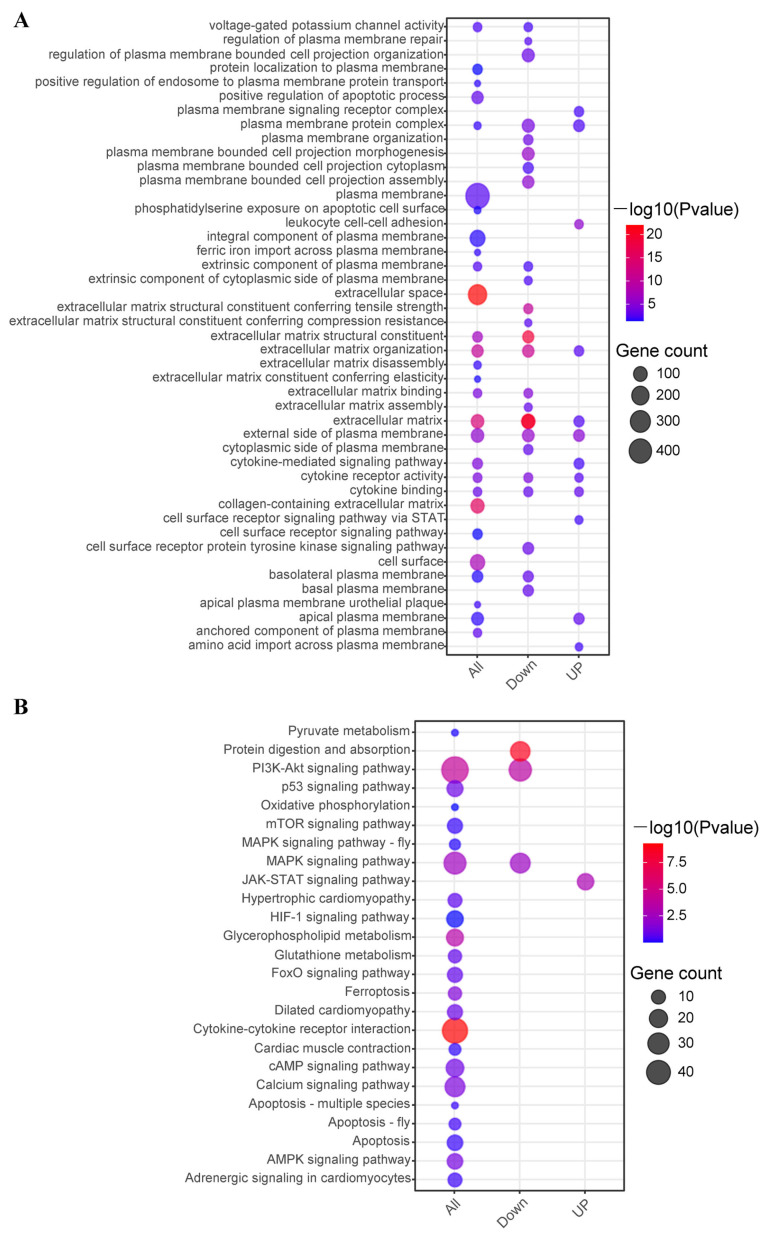
Transcriptomic analysis of doxorubicin under non-tumor-bearing conditions. (**A**) Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs). (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs.

**Figure 6:**
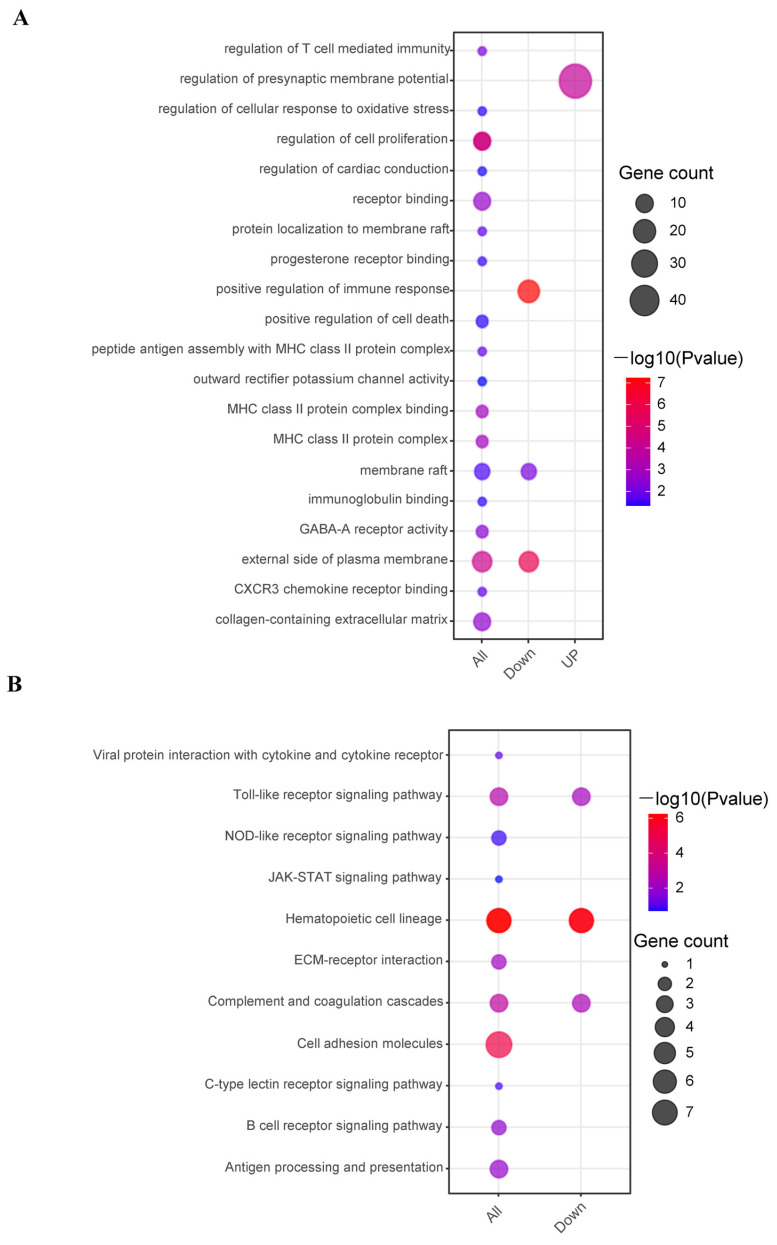
Transcriptomic analysis of doxorubicin under tumor-bearing conditions. (**A**) Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs). (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs.

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE324519. Other data supporting the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

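The series holds 21 heart RNA libraries: 5 from mice given NS, 5 from mice given DOX, 6 from tumor-bearing mice given NS and 5 from tumor-bearing mice given DOX. The paper gives no number of RNA-seq libraries per group, and 6 mice per group for its other measurements. The sample labels name the 4T1 line as the source of every library, and the paper describes hearts. Groups and replicate numbers were taken from the labels, and the paper describes the same groups. The authors isolated mRNA with oligo(dT) beads, sequenced on an Illumina platform and trimmed with Cutadapt. The paper's text names no aligner, counting tool, genome build or test of expression. The authors deposited 1 table with a whole-number read count and an FPKM value per gene and library, with GO and pathway annotation. The FPKM values equal the deposited count per kb of gene length, scaled by the library total, in 100% of values. Of 56691 genes, 34543 are above 0 in at least 1 library. Of 52073 gene IDs that the table shares with GENCODE M21, 1472 have the same coordinates, so coordinates are printed as the table gives them, on a build that is not named, and GENCODE M21 was used for the primers only.

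These choices were made before the data were examined: the test, the thresholds, the filter, the groups, the comparisons, the gene lists, the rule for named genes and the alternatives, except those named below as added. The test was set as limma on log2(FPKM + 0.1) if the table held FPKM only, and as edgeR if it held counts. It holds counts, so edgeR was used. Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, quasi-likelihood F tests and 1 coefficient per group in 1 fit. Of all genes, 13990 with a mean FPKM of at least 0.5 over the 21 libraries were tested. P-values were adjusted by Benjamini-Hochberg over these genes, and DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the limits that the paper draws in Figure 3B,C. Comparisons were DOX against NS, Tumor+DOX against Tumor+NS, the interaction of both, Tumor+NS against NS and Tumor+DOX against DOX. The first pair shares no library, and the others reuse the same libraries. SEs were taken from the fold change and its F statistic, and CPM values are TMM-scaled. Same-numbered libraries of different groups were checked for pairing, and their residuals correlated at −0.273 to 0.243, so no pairing was used.

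Depth was 13521200 to 18601445 counts per library. Replicates differed by more than counting error: the chi-square per degree of freedom between replicates of a group was at least 6.07, and log2 values correlated at 0.924 to 0.992. TMM factors ranged from 0.881 to 1.14, and the most abundant gene, *mt-Co1*, took 6.67% to 10.6% of the counts. The test was tried on simulated data made from these libraries with 200 genes changed per comparison: 83.5% and 85.0% were recovered, with a median absolute error of 0.136 and 0.142 in log2 fold change. For the interaction, where no change was put in, 0 genes were called.

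Single genes were also tested with a two-sided exact permutation test on log2(FPKM + 0.1), over 252 arrangements of 5 against 5 libraries and 462 of 6 against 5, whose smallest p are 0.00794 and 0.00216. Genes were named by this rule: every gene that the paper names for heart RNA, the genes encoding the serum markers (*Nppb*, *Ckm*, *Ckb*), per state and direction the 3 DEGs with the largest fold change among those whose groups do not overlap, and of each gene list the most abundant member. Other names were chosen after their values were seen. A group with 3 counts or fewer in every library was taken as at the floor. Folds against it given as at least a value set the mean CPM of the other group against 3 counts in the floor group. They are lower bounds for the floor only and leave out the spread of the other group. Fitted values there are no bounds. Of 28 gene lists, written from general knowledge, 21 with at least 3 genes above the filter were tested with camera in limma 3.58.1 at a preset correlation of 0.01. They cover p53 targets, apoptosis, extracellular matrix, MHC class II, chemokines, fatty acid oxidation, glutathione, pentose phosphate, JAK-STAT, Toll-like and NOD-like receptors, complement and coagulation, amino acid transporters, potassium channels, and markers of cardiomyocytes, atria, germ cells, neutrophils, erythroid cells, macrophages and the Y chromosome. Of the erythroid markers 5 of 8, of the neutrophil markers 9 of 10 and of the germ cell markers 3 of 15 were above the filter in these hearts. The other 7 lists (Leydig, B, T, fat, thymocyte and epithelial cell markers and *Xist*) were only summed. Terms were tested with a one-sided Fisher's exact test on the deposited annotation.

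The alternatives were another scaling (median-ratio, quantile, TPM), other pseudocounts with limma on log2 FPKM (1 and 0.01), no filter or a mean FPKM of at least 5, only the 2 groups compared, robust moderation, array weights, the replicate number as a block, DESeq2 1.42.0, no minimum fold change, an adjusted p under 0.01, fry or an estimated correlation for lists, DEG sets with no minimum fold change for terms, and leaving out each library in turn. Added after the data were seen were limma on log2(FPKM + 0.1), DESeq2 on 2 groups without a filter and library totals in place of TMM. For each count of DEGs, 100 splits of the libraries were drawn with the seed 11. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Echocardiography, serum, histology and qPCR values were not analysed here. Some of the genes that the rule for named genes selects are not reported here.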

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

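The tests of a shared source of testis RNA, of blood left in the hearts, of a mislabelled Tumor+NS library, of the scaling behind NS replicate 3 and of T cells were chosen only after the results were seen. The test on other germ cell markers and the test of the spread were planned, but the form given here was chosen after a first result.

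Libraries far from their group were looked for with Dixon's ratio, the gap from the outermost library to the nearest other divided by the range of the group, on log2(FPKM + 0.1). Of 242 highest or lowest libraries tested, 26 were past the critical value, where 12.1 are expected by chance. NS replicate 3 accounted for 6 of them, Tumor+DOX replicate 1 and Tumor+NS replicate 5 for 5 each, and DOX replicate 5 for 3. Outside these libraries the values were 0.928 for *Mfap4* in DOX replicate 1, 0.873 for *Hbb-bt* in DOX replicate 2, 0.779 for the mean of cardiomyocyte markers in DOX replicate 3, 0.739 for the mean of T cell markers in DOX replicate 4, 0.741 for *Nppb* in Tumor+DOX replicate 5, 0.72 for the mean of B cell markers in Tumor+DOX replicate 4 and 0.824 for *Ddx3y* in NS replicate 5. DOX replicate 5 stood apart for *Itgb6* (0.732), *Ddx3y* (0.828) and the mean of atrial markers (0.801). The T cell mean includes *Cd3e*, and an explanation of its rise is tested further below. For the other single values no explanation was tested, technical or biological.

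NS replicate 3 stood apart from the other NS libraries for *Ckm* (0.924), *Hba-a2* (0.801), *Taldo1* (0.737), *Gbp2* (0.77), the mean of cardiomyocyte markers (0.899) and the mean of erythroid markers (0.804). Mitochondrial genes took 14.6% of its counts and 26.5% to 28.9% in the other NS libraries. FPKM as the authors compute it is scaled by the library total, so a lower mitochondrial share raises every other gene. After TMM scaling *Ckm* (0.884), *Hba-a2* (0.787) and the erythroid mean (0.806) still stood apart, which argues against this scaling as their cause. *Taldo1* (0.67), *Gbp2* (0.616) and the cardiomyocyte mean (0.681) no longer did, so the scaling may account for these values. The result was divided into these parts after it was seen. What lowered the mitochondrial share in this heart stays open, a biological difference between mice included, and was not tested.

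Tumor+NS replicate 5 stood apart for *Gm17249* (0.699), *Nppb* (0.638), *Cd3e* (0.842), *Slc38a2* (0.66) and *Ddx3y* (0.69). A mislabelled Tumor+DOX heart was tested as the explanation. Of the 169 DEGs called without it, it lay nearer to Tumor+DOX in 46.2%, against 5.61% to 17.4% for Tumor+NS replicates 1 to 4 and 58.0% for Tumor+NS replicate 6, each on the DEGs called without it. Tumor+DOX libraries lay nearer to their own group in 73.5% to 96.4%. None of 5 erythroid markers and none of 4 MHC class II genes in Tumor+NS replicate 5 lay nearer to Tumor+DOX, whereas all did in each Tumor+DOX library. These values argue against a mislabelled sample. A stronger or later tumor effect in this mouse stays open and was not tested.

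The study's genes with opposite directions differed between the states by the interaction test: *Ssu2* by 2.25, *Gm32699* by 2.79 and *Tnp1* by a fitted 10.74 (log2), which is no bound because *Tnp1* had at most 1 count in DOX and Tumor+NS. Tumor+DOX replicate 1 lay below its group for part of this signal, with Dixon ratios of 0.767 for *Ldhc*, 0.873 for *Prm2*, 0.894 for *Tnp1* and 0.799 for the mean of germ cell markers. For *Ssu2* it was the highest of its group (5.14 CPM), so *Ssu2* did not follow those genes in this library. Every NS library and every other Tumor+DOX library held counts of all 16 of the study's genes. Tumor+DOX replicate 1 held counts of 6 of them, close to DOX (4 to 6) and Tumor+NS libraries (5 to 6). By summed counts of the 13 genes below the expression minimum, it held 82, above DOX (9 to 26) and Tumor+NS libraries (12 to 28). Tumor+DOX replicate 1 also stood apart for *Ucp3* (0.71). Testis tissue or testis RNA in a few libraries was one explanation tested. Other germ cell markers lay above every DOX and Tumor+NS library in 8 of the 10 NS and Tumor+DOX libraries, so the signal is spread over most libraries and not carried by 1 or 2 of them. A first version of this test, above every DOX library, gave 10 of 10. One shared source of testis RNA was tested by comparing the shares of 12 germ cell markers among the 10 libraries with a chi-square statistic. A Monte Carlo permutation test of reads, with the totals of markers and libraries kept, gave p = 1e-04, the smallest that 10000 resamples can give, so the shares differ by more than counting error. The unit of this test is the read, and replicates of a group differ by more than counting error in general (chi-square per degree of freedom at least 6.07). It therefore cannot decide against a shared source. On the 5 markers without background in the other groups, a set formed after the first value was seen, this permutation test gave p = 3e-04. The same limit holds there, so a shared source of testis RNA stays open. Also open are a different admixture of germ cell RNA in each library, and a handling difference that pairs NS with Tumor+DOX hearts. Neither the paper nor the labels name such a handling difference. A transcriptional response of the heart, as the paper proposes, may be part of it and was not tested apart from these.

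The interaction of DOX and tumor called 544 genes, a test that the paper does not report. In 100 drawn splits of the libraries into groups of the same sizes, the real one included, 2 gave as many. For DOX against NS 1 of 100 splits gave as many DEGs as the real one, and for Tumor+DOX against Tumor+NS 2 of 100 did. For the comparisons of DOX, these shares argue against a random division of the libraries as the source of the counts. For the interaction the share cannot decide whether the states differ. Splits that mix the groups also mix up the effect of DOX or of the tumor alone. The median of the other splits was 0 DEGs in each case, and the largest count among them was 260 for DOX against NS, 211 for Tumor+DOX against Tumor+NS and 1538 for the interaction. The 1538 lie above the real interaction count, so some divisions that mix groups separate the libraries more.

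Fewer DEGs in tumor-bearing mice may come from a larger spread between libraries or from smaller effects. The median SD within groups of log2(CPM + 1), the scale used although log2 FPKM had been planned, was 0.180 in NS, 0.240 in DOX, 0.249 in Tumor+NS and 0.178 in Tumor+DOX. The ratio of tumor-bearing over non-tumor-bearing SD was 1.02 with all libraries (0.853 to 1.12 when 1 library was left out) and did not decide by itself. Without Tumor+NS replicate 5 it was 0.853, the lowest of these, and the gap in DEGs was still there (1470 against 169). This argues against a larger spread as the whole cause. The choice of the ratio without Tumor+NS replicate 5 followed the first value. The fit shares 1 variance per gene between the states, so these counts cannot show what an unequal spread would do. With only the 2 groups compared there were 1438 DEGs without a tumor and 87 with one. With array weights there were 1354 and 327. Genes picked in part of the non-tumor-bearing libraries changed 0.303 times as much in tumor-bearing mice, as smaller effects would. This holds for genes picked without a tumor. For genes picked with a tumor the ratio, added after the first was seen, was 1.20 in favour of non-tumor-bearing mice and ranged from 0.588 to 20.4. That the tumor itself weakens the response to DOX is a hypothesis that stays open.

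Comparisons that the paper does not report gave 504 DEGs between Tumor+NS and NS and 786 between Tumor+DOX and DOX, with 1 of 100 splits as large in each case. The largest other splits gave 396 and 177. Of the DEGs, 331 were called in both, 325 of them in the same direction, although these comparisons share libraries with those of DOX. Neutrophil markers rose from NS to Tumor+NS by a fitted median of 11.21, and by 9.50 with genes at the floor in NS counted at their bound (6 of the 9 tested). The interaction was −3.88 for the neutrophil list, −3.88 for *S100a9*, its most abundant gene, and a fitted −7.54 for *Retnlg* and −5.74 for *Mmp8*. More blood left in tumor-bearing hearts was tested as an explanation. Erythroid markers rose by 0.66 from NS to Tumor+NS (SD of their log2 sum within groups 0.799), far less than neutrophil markers, which argues against it. More neutrophils in the blood or in the heart tissue of tumor-bearing mice are candidate explanations, which these data do not separate. DOX also raised neutrophil markers without a tumor, from a far lower level.

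Erythroid markers fell with DOX in both states, with an interaction of −2.50 (fitted). Less blood left in the hearts was tested as an explanation. Neutrophil markers, which blood also brings, changed by −0.50 from Tumor+NS to Tumor+DOX (SD of their log2 sum within groups 1.21). This value went from −0.72 without Tumor+NS replicate 1 to 0.025 without Tumor+NS replicate 5. Without a tumor, neutrophil markers rose with DOX. These values argue against less blood as the whole cause. Fewer young red cells, which carry globin RNA, are a candidate explanation that was not tested.

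*Cd3e* rose with DOX without a tumor and differed between the states by a fitted −7.60. This difference rests in part on single libraries. Without DOX replicate 4 the non-tumor-bearing rise was 3.68. The tumor-bearing change was −1.55 without Tumor+DOX replicate 2 and 1.69 without Tumor+NS replicate 5. More T cells in the hearts were tested as an explanation. The sum of the other T cell markers changed by −0.14 (log2, DOX over NS; 1.24 ± 0.293 and 1.13 ± 0.575 CPM), although *Cd3e* held up to 3854 counts in a library. This argues against T cells. The genes *Gm48719* and *Gm48720* overlap *Cd3e* and rose in the same library, DOX replicate 4. They were chosen after their values were seen, and reads of another transcript at this locus stay open.

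Other interactions were 3.89 for *Gamt* (a fitted value, with at most 3 counts in DOX), 0.61 for *Ckb*, −1.23 for *Slc38a2* and −0.66 for *Ddx3y* (log2). For lists they were 0.90 for extracellular matrix genes and −0.51 for amino acid transporter genes. With the correlation estimated per list, the list interactions given in this part all lost the threshold. No technical explanation was tested for these one by one, and a biological difference between the states was not tested apart from the interaction itself.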

How the results depend on the processing

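The settings limma on log2(FPKM + 0.1), library totals in place of TMM, and DESeq2 on 2 groups without a filter were chosen only after the results were seen. Apart from the total counts and the correlation, which are given by setting below, 2126 values were recomputed outside the fits that left out a library. They are values of single genes and lists and counts of up- or downregulated genes. Of these, 1785 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times. Of the others, 80 lost the threshold, 60 gained it, 124 changed sign and 77 counts moved. Of 180 total counts and correlations, 60 moved. The correlation of fold changes was held to its jackknife SE (0.252) and not to 1.5 times. By that measure only array weights moved it, although it was 0.036 with no filter, 0.063 with DESeq2 on 2 groups without a filter and 0.41 with log2(FPKM + 1). Median-ratio scaling changed none of its 134 results, and robust variance moderation lost the threshold in 3.

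With no filter there were 2128 non-tumor-bearing DEGs, 247 tumor-bearing DEGs, 825 Tumor+NS against NS DEGs and 17 opposite DEGs, and the sign changed without a tumor for apoptosis genes (0.037), NOD-like receptor genes (−0.14) and potassium channel genes (0.005), and with a tumor for glutathione genes (0.006), potassium channel genes (−0.057) and germ cell markers (0.90). A further 1 lost and 7 gained the threshold. More genes were tested (34543).

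With a mean FPKM of at least 5 there were 347 non-tumor-bearing DEGs, 49 tumor-bearing DEGs, 140 interaction genes, 134 Tumor+NS against NS DEGs, 167 Tumor+DOX against DOX DEGs, 34 shared DEGs, 0 opposite DEGs and 3 lists past the threshold with a tumor, and the sign changed without a tumor for apoptosis genes (0.37) and chemokine and receptor genes (0.68). A further 6 lost and 2 gained the threshold. Fewer genes were tested (5668), which by construction lowers the counts. For the 0 opposite DEGs there, 3 genes were past an unadjusted p of 0.05 in both states with opposite signs.

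With quantile normalization there were 317 interaction genes, and the sign changed without a tumor for apoptosis genes (0.013), chemokine and receptor genes (0.023), JAK-STAT genes (−0.017), NOD-like receptor genes (−0.082), cardiomyocyte markers (−0.12), atrial markers (−0.60), germ cell markers (0.025) and *Cycs* (−0.055), and with a tumor for p53 target genes (0.038), glutathione genes (0.039), *Nppb* (0.061), *Cd3e* (0.57) and *Myd88* (0.027). A further 14 lost and 4 gained the threshold, and the cause was not tested.

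Fitting only the 2 groups compared there were 87 tumor-bearing DEGs, 69 shared DEGs and 1 opposite DEGs. A further 7 lost and 3 gained the threshold. This fit holds fewer libraries.

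With array weights there were 327 tumor-bearing DEGs, 218 shared DEGs and 5 opposite DEGs, and the correlation of fold changes was 0.52, and the sign changed without a tumor for JAK-STAT genes (−0.055), Toll-like receptor genes (−0.099), NOD-like receptor genes (−0.44) and atrial markers (−0.56), and with a tumor for p53 target genes (0.058), apoptosis genes (0.014), glutathione genes (0.042), Toll-like receptor genes (0.037), amino acid transporter genes (0.005), atrial markers (−0.33), germ cell markers (0.049), neutrophil markers (0.051), *Nppb* (0.60), *Retnlg* (0.011), *Cd3e* (1.42), *Myd88* (0.21), *Slc38a2* (0.099), *S100a9* (0.16) and *Krt18* (0.12). A further 5 lost and 8 gained the threshold, and the cause was not tested.

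With replicate number as a replicate block there were 250 interaction genes, and the sign changed without a tumor for NOD-like receptor genes (−0.059), and with a tumor for p53 target genes (0.069), glutathione genes (0.008), neutrophil markers (0.017), *Ckb* (−0.014), *Retnlg* (0.017), *Myd88* (0.10) and *S100a9* (0.087). A further 5 lost and 2 gained the threshold. Libraries with the same number in different groups do not pair (their residuals correlate at −0.273 to 0.243), so the block holds no known pairing.

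With DESeq2 in place of edgeR there were 4 opposite DEGs. A further 1 lost and 3 gained the threshold, and the cause was not tested.

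With limma on log2(FPKM + 1) there were 556 non-tumor-bearing DEGs, 46 tumor-bearing DEGs, 225 interaction genes, 280 Tumor+NS against NS DEGs, 372 Tumor+DOX against DOX DEGs, 36 shared DEGs and 1 opposite DEGs, and the sign changed without a tumor for p53 target genes (−0.045), glutathione genes (−0.047), JAK-STAT genes (−0.072), Toll-like receptor genes (−0.003), NOD-like receptor genes (−0.14), atrial markers (−0.40), Y-linked genes (−0.034) and *Cycs* (−0.029), and with a tumor for p53 target genes (0.025), glutathione genes (0.006), germ cell markers (0.027), *Nppb* (0.062), *Cd3e* (0.053), *Meig1* (0.027) and *Xist* (0.006). A further 6 lost and 4 gained the threshold. The larger pseudocount shrinks fold changes of low genes by construction. The cause of the reversals was not tested.

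With limma on log2(FPKM + 0.01), the sign changed without a tumor for p53 target genes (−0.052), glutathione genes (−0.049), JAK-STAT genes (−0.081), Toll-like receptor genes (−0.023), NOD-like receptor genes (−0.35), atrial markers (−0.91), Y-linked genes (−0.06) and *Cycs* (−0.03), and with a tumor for p53 target genes (0.039), glutathione genes (0.006), germ cell markers (0.044), *Nppb* (0.063), *Cd3e* (0.64), *Myd88* (0.002) and *Meig1* (0.044). A further 4 lost and 3 gained the threshold, and the cause was not tested.

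With limma on TPM there were 93 tumor-bearing DEGs and 66 shared DEGs, and the sign changed without a tumor for p53 target genes (−0.035), glutathione genes (−0.033), JAK-STAT genes (−0.065), Toll-like receptor genes (−0.006), NOD-like receptor genes (−0.32), atrial markers (−0.82), Y-linked genes (−0.043) and *Cycs* (−0.014), and with a tumor for p53 target genes (0.073), glutathione genes (0.042), germ cell markers (0.079), *Nppb* (0.099), *Cd3e* (0.61), *Myd88* (0.037), *Gbp2* (0.015), *Kcnip2* (0.007) and *Meig1* (0.079). A further 4 lost and 1 gained the threshold, and the cause was not tested.

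With no minimum fold change there were 5071 non-tumor-bearing DEGs, 660 tumor-bearing DEGs, 1251 interaction genes, 879 Tumor+NS against NS DEGs, 2442 Tumor+DOX against DOX DEGs, 468 shared DEGs and 5 opposite DEGs. More genes pass by construction.

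With an adjusted p under 0.01 there were 57 tumor-bearing DEGs, 44 interaction genes, 51 shared DEGs and 0 opposite DEGs. Fewer genes pass by construction. For the 0 opposite DEGs, 16 genes were past an unadjusted p of 0.05 in both states with opposite signs.

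With the correlation estimated per list in camera there were 0 lists past the threshold without a tumor and 2 lists past the threshold with a tumor. A further 15 lost the threshold, and the cause was not tested. At an unadjusted p below 0.05, 4 lists passed in each state.

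With DEG sets that had no minimum fold change there were 2 terms past 0.05 in the set non-tumor-bearing only, 5 terms past 0.05 in the set non-tumor-bearing only down, 1 terms past 0.05 in the set non-tumor-bearing only up, 1 terms past 0.05 in the set tumor-bearing only, 3 terms past 0.05 in the set tumor-bearing only down and 0 terms past 0.05 in the set tumor-bearing only up. The sets are larger by construction.

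With limma on log2(FPKM + 0.1), chosen after the data were seen, the sign changed without a tumor for p53 target genes (−0.048), glutathione genes (−0.048), JAK-STAT genes (−0.08), Toll-like receptor genes (−0.018), NOD-like receptor genes (−0.31), atrial markers (−0.76), Y-linked genes (−0.056) and *Cycs* (−0.03), and with a tumor for p53 target genes (0.037), glutathione genes (0.006), germ cell markers (0.042), *Nppb* (0.063), *Cd3e* (0.49), *Myd88* (0.001) and *Meig1* (0.042). A further 3 lost and 3 gained the threshold, and the cause was not tested.

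With library totals in place of TMM, chosen after the data were seen, the sign changed without a tumor for p53 target genes (−0.056), glutathione genes (−0.051), JAK-STAT genes (−0.064), NOD-like receptor genes (−0.054), Y-linked genes (−0.067) and *Cycs* (−0.005), and with a tumor for p53 target genes (0.005) and glutathione genes (0.007). A further 2 lost and 3 gained the threshold, and the cause was not tested.

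With DESeq2 on 2 groups without a filter, chosen after the data were seen there were 2300 non-tumor-bearing DEGs, 307 tumor-bearing DEGs, 805 Tumor+NS against NS DEGs, 1375 Tumor+DOX against DOX DEGs, 171 shared DEGs, 14 opposite DEGs, 15 lists past the threshold with a tumor, 8 terms past 0.05 in the set non-tumor-bearing only up, 8 terms past 0.05 in the set tumor-bearing only and 10 terms past 0.05 in the set tumor-bearing only down, and the sign changed without a tumor for apoptosis genes (0.046), NOD-like receptor genes (−0.13) and potassium channel genes (0.013), and with a tumor for glutathione genes (0.004), potassium channel genes (−0.056) and germ cell markers (0.98). A further 1 lost and 12 gained the threshold. More genes were tested and fewer libraries fitted.

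With fry in place of camera, 3 list calls were lost (fatty acid oxidation genes in both states and JAK-STAT genes with a tumor) and 5 were gained. Not run were the interaction with only the 2 groups compared, which needs all 4, and term tests under settings other than the sets with no minimum fold change, DESeq2 on 2 groups without a filter and the fits that left out a library. Lists with fewer than 3 genes tested and genes below a setting's filter gave no value there.

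Leaving out each library in turn recomputed 3129 values of the same kinds. Of these, 2934 kept their direction and side, 87 lost the threshold, 26 gained it, 63 changed sign and 19 counts of up- or downregulated genes moved by over 1.5 times. Of 357 total counts and correlations, 32 moved. These fits hold fewer libraries. Ranges of the counts that moved, with the library left out, were: tumor-bearing DEGs 83 (without Tumor+DOX replicate 5) to 238 (without Tumor+NS replicate 6); interaction genes 318 (without DOX replicate 3) to 751 (without Tumor+NS replicate 1); shared DEGs 70 (without Tumor+NS replicate 1) to 162 (without Tumor+NS replicate 6); opposite DEGs 1 (without NS replicate 3) to 5 (without DOX replicate 4); terms past 0.05 in the set non-tumor-bearing only up 4 (without DOX replicate 4) to 8 (without Tumor+NS replicate 2); terms past 0.05 in the set shared 5 (without Tumor+DOX replicate 1) to 11 (without DOX replicate 4); terms past 0.05 in the set tumor-bearing only 0 (without Tumor+DOX replicate 3) to 9 (without Tumor+NS replicate 6); terms past 0.05 in the set tumor-bearing only down 0 (without Tumor+NS replicate 5) to 8 (without DOX replicate 2); terms past 0.05 in the set tumor-bearing only up 0 (without DOX replicate 1) to 1 (without NS replicate 1). Ranges of those that did not were: non-tumor-bearing DEGs 1206 to 1537; Tumor+NS against NS DEGs 381 to 606; Tumor+DOX against DOX DEGs 656 to 911; lists past the threshold without a tumor 7 to 11; lists past the threshold with a tumor 7 to 10; terms past 0.05 in the set non-tumor-bearing only 8 to 10; terms past 0.05 in the set non-tumor-bearing only down 7 to 9. The correlation of fold changes, 0.24 with all libraries, was 0.16 without Tumor+NS replicate 1 and 0.46 without Tumor+NS replicate 5, which are both over 1.5 times away.

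Log2 values without a tumor whose sign depended on the library left out (in parentheses, group and replicate number) ranged as follows: apoptosis genes −0.12 (DOX 3) to 0.022 (NS 1); JAK-STAT genes −0.052 (DOX 4) to 0.12 (DOX 2); Toll-like receptor genes −0.018 (NS 3) to 0.28 (NS 1); NOD-like receptor genes −0.43 (DOX 4) to 0.18 (DOX 5); atrial markers −0.11 (DOX 4) to 0.57 (NS 4); germ cell markers −0.22 (DOX 2) to 0.15 (DOX 4); *Gbp2* −0.57 (DOX 4) to 0.12 (DOX 5).

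Log2 values with a tumor whose sign depended on the library left out (in parentheses, group and replicate number) ranged as follows: p53 target genes −0.078 (Tumor+NS 3) to 0.059 (Tumor+NS 6); glutathione genes −0.078 (Tumor+NS 1) to 0.063 (Tumor+NS 5); amino acid transporter genes −0.23 (Tumor+NS 1) to 0.006 (Tumor+NS 5); germ cell markers −0.14 (Tumor+NS 6) to 0.22 (Tumor+NS 1); neutrophil markers −0.72 (Tumor+NS 1) to 0.025 (Tumor+NS 5); *Nppb* −0.95 (Tumor+DOX 5) to 0.72 (Tumor+NS 5); *Ckb* −0.042 (Tumor+DOX 3) to 0.13 (Tumor+NS 2); *Cd3e* −1.55 (Tumor+DOX 2) to 1.69 (Tumor+NS 5); *Mmp8* −0.10 (Tumor+NS 1) to 0.59 (Tumor+NS 6); *Ccng1* −0.16 (Tumor+NS 6) to 0.004 (Tumor+DOX 4); *Dcn* −0.022 (Tumor+DOX 2) to 0.11 (Tumor+NS 5); *Myd88* −0.27 (Tumor+NS 1) to 0.15 (Tumor+NS 5); *Gbp2* −0.17 (Tumor+NS 5) to 0.067 (Tumor+DOX 2); *Slc38a2* −0.36 (Tumor+DOX 5) to 0.19 (Tumor+NS 5); *Kcnip2* −0.15 (Tumor+NS 5) to 0.09 (Tumor+DOX 4); *Meig1* −0.14 (Tumor+NS 6) to 0.22 (Tumor+NS 1); *S100a9* −0.51 (Tumor+DOX 4) to 0.037 (Tumor+NS 5); *Xist* −0.16 (Tumor+DOX 1) to 0.11 (Tumor+DOX 4).

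Depth limits the lowest genes. Of the study's 16 genes with opposite directions, 13 were below the expression minimum. In some comparisons every library of 1 of the groups held 3 counts or fewer, which is not so for each of the 13. There only a lower bound of the fold change can be given, and the fitted value is no bound.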

Differences from the paper's values

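DESeq2 on 2 groups without a filter, limma on log2(FPKM + 0.1) and library totals in place of TMM were chosen only after the results were seen. Counts are compared by whether one is over 1.5 times the other. The paper gives 2528 DEGs without a tumor, and the count here was 1392. Of the alternatives set before the data were examined, no filter (2128) came within 1.5 times, and the others did not. The paper gives 1193 of these as upregulated and 1335 as downregulated, against 582 and 810. With no filter they were 962 and 1166. For downregulated genes, TPM (1073) and log2(FPKM + 0.01) (1157) also came within 1.5 times, and the other alternatives set before the data were examined did not.

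For tumor-bearing mice the paper gives 398 DEGs, of which 187 are upregulated and 211 downregulated. Here there were 155, 62 and 93. Array weights gave 327, 173 and 154, each within 1.5 times. For downregulated genes no filter (144) and leaving out Tumor+NS replicate 6 (147) also did. The other alternatives set before the data were examined did not.

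The paper gives 206 shared DEGs, and 108 were shared here. Array weights (218), no filter (149), the replicate block (139), and leaving out Tumor+NS replicate 5 (140) or 6 (162) came within 1.5 times, and the other alternatives set before the data were examined did not. For genes with opposite directions the paper gives 16, against 2 here, and only no filter (17) of the alternatives set before the data were examined came within 1.5 times.

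With DESeq2 on 2 groups without a filter, chosen after seeing the values, the counts were 2300 DEGs without a tumor (1075 up and 1225 down), 307 with one (140 up and 167 down), 171 shared and 14 with opposite directions, each within 1.5 times of the paper's. All 14 are among the 16 that the paper names. For downregulated genes without a tumor, limma on log2(FPKM + 0.1) (1025) and library totals (1092), also chosen after seeing the values, came within 1.5 times.

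The paper names 16 genes with opposite directions. Here *Tnp1* and *Ssu2* were called in both states, *Gm32699* in 1 state, and the other 13 were not tested. No filter called 11 of the 16, and DESeq2 on 2 groups without a filter, chosen after seeing the values, called 14. Leaving out NS replicate 1, DOX replicate 3 or DOX replicate 5 called 3.

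For shared DEGs the paper lists inflammatory response, cytokine-mediated signaling, positive regulation of cell-cell adhesion, integral component of membrane, outward rectifier potassium channel activity, receptor binding and chemokine signaling as enriched. Here their Fisher's exact p were 0.148, 1, 1, 0.0852, 1, 0.371 and 0.299. Receptor binding was past 0.05 with sets that had no minimum fold change (exact p = 0.0361). With DESeq2 on 2 groups without a filter, chosen after seeing the values, inflammatory response (exact p = 0.0297), integral component of membrane (exact p = 0.0307), outward rectifier potassium channel activity (exact p = 0.000899) and chemokine signaling (exact p = 0.0442) were.

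For DEGs only in non-tumor-bearing mice the paper lists fatty acid metabolism, glutathione metabolism, the pentose phosphate pathway, MAPK, AMPK, apoptosis, p53 signaling and amino acid import, whose exact p here were 0.903, 0.744, 0.476, 0.346, 0.685, 0.829, 0.105 and 0.125. The paper's text places extracellular matrix terms among the upregulated genes, while its Figure 5A draws extracellular matrix organization strongest among the downregulated ones. Here extracellular matrix organization held 22 downregulated genes (Fisher's exact p = 3.2e-09) and 6 upregulated ones (exact p = 0.0765), and extracellular matrix structural constituent 15 and 0. The text also places cytokine-mediated signaling and external side of plasma membrane among the downregulated genes. Here both were past 0.05 in each direction. MAPK signaling among downregulated genes had an exact p of 0.0833. With sets that had no minimum fold change, AMPK was past 0.05 among upregulated genes (exact p = 0.000118) and amino acid import among downregulated ones (exact p = 0.0315). With DESeq2 on 2 groups without a filter, chosen after seeing the values, extracellular matrix organization (exact p = 0.001), extracellular matrix binding (exact p = 0.0147) and p53 signaling (exact p = 0.0361) were among upregulated genes, and MAPK signaling (exact p = 0.0164) among downregulated ones.

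For DEGs only in tumor-bearing mice the paper lists terms of which cardiac conduction, oxidative stress response, positive regulation of immune response, outward rectifier potassium channel activity, CXCR3 chemokine receptor binding and 6 pathways (viral protein interaction, JAK-STAT, hematopoietic cell lineage, ECM-receptor interaction, C-type lectin receptor and B cell receptor) held 0 genes here. Cell death (Fisher's exact p = 0.0891), membrane raft (exact p = 0.0908), Toll-like receptor (exact p = 0.199), NOD-like receptor (exact p = 0.302) and cell adhesion molecules (exact p = 0.185) were not past 0.05. The paper also lists Toll-like receptor signaling among downregulated genes, where the exact p here was 0.134. Membrane raft among downregulated genes was past 0.05, and so was cell death, with 1 gene, among upregulated ones (exact p = 0.0259). With sets that had no minimum fold change, NOD-like receptor signaling was past 0.05 among downregulated genes (exact p = 0.0228). With DESeq2 on 2 groups without a filter, chosen after seeing the values, more were: regulation of T cell mediated immunity (exact p = 0.00437), membrane raft (exact p = 0.00879), outward rectifier potassium channel activity (exact p = 0.0326), cell adhesion molecules (exact p = 9.41e-05) and hematopoietic cell lineage (exact p = 8.67e-05), and among downregulated genes also positive regulation of immune response (exact p = 0.0391), B cell receptor signaling (exact p = 0.0349) and viral protein interaction (exact p = 0.0302). Fits that left out a library reached up to 11 terms for shared DEGs, 10 for DEGs only without a tumor and 9 for DEGs only with one. Which terms each of these fits called was not listed.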

Other observations

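No test in this part was added after its result was seen. The paper measured BNP and CK-MB in serum, and the RNA of the genes that encode them was looked at in the hearts. *Nppb* was 177 ± 68.6 CPM in NS, 492 ± 245 in DOX, 276 ± 355 in Tumor+NS and 215 ± 164 in Tumor+DOX. Its log2 fold change was 1.48 without a tumor (SE 0.606, edgeR adjusted p = 0.0611; 4 of 5 libraries above the NS mean; the threshold for p was passed in 4 of 21 fits that left out a library) and −0.36 with one (SE 0.572, adjusted p = 0.774; 4 of 5 below the Tumor+NS mean), a direction that was reversed without Tumor+NS replicate 5 (0.72), with array weights (0.60) and with the FPKM-based settings. Without Tumor+DOX replicate 5 it was −0.95. *Ckm* changed by −0.25 (SE 0.137, adjusted p = 0.162; 4 of 5 below) and 0.10 (SE 0.131, adjusted p = 0.724; 4 of 5 above). Without DOX replicate 3 the first was −0.14, and without Tumor+DOX replicate 2 the second was 0.032. *Ckb* changed by −0.57 (SE 0.139, adjusted p = 0.00316; 5 of 5 below) and 0.04 (SE 0.132, adjusted p = 0.902; 3 of 5 below), where the replicate block reversed the second value (−0.014), as did leaving out Tumor+DOX replicate 3 (−0.042).

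Cardiomyocyte markers changed by a median of 0.21 without a tumor (6 up and 2 down, camera adjusted p = 0.126 by Benjamini-Hochberg over 21 lists) and 0.33 with one (6 up and 2 down, adjusted p = 0.00338). The first direction was reversed by quantile normalization (−0.12). Without NS replicate 3 it was 0.33, 2 fits that left out a library gained the call, and so did fry. Atrial markers changed by 0.16 (3 up and 1 down, adjusted p = 0.81), reversed by quantile normalization (−0.60), array weights (−0.56) and the FPKM-based settings, and by 0.55 with a tumor (4 up, adjusted p = 0.189), reversed by array weights (−0.33). The first ranged from −0.11 without DOX replicate 4 to 0.57 without NS replicate 4, and the second from 0.17 without Tumor+DOX replicate 2 to 0.91 without Tumor+NS replicate 2, with 1 call gained. Y-linked genes changed by 0.07 (3 up and 1 down, adjusted p = 0.759), reversed by TPM (−0.043) among others, and −0.24 (1 up and 3 down, adjusted p = 0.285). Without NS replicate 5 the first was 0.005, and without Tumor+DOX replicate 4 the second was −0.14. Potassium channel genes changed by −0.18 without a tumor (3 up and 6 down, adjusted p = 0.258), reversed with no filter (0.005). It was −0.088 without DOX replicate 3, and past the threshold with fry. The 3 germ cell markers above the expression minimum changed by −0.04 (adjusted p = 0.922) and −0.03 (adjusted p = 0.781), reversed by quantile normalization (0.025) in the first state and by TPM (0.079) in the second. Single libraries reversed both, to 0.15 without DOX replicate 4 and 0.22 without Tumor+NS replicate 1. With no filter, the germ cell list rose past the threshold with a tumor (0.90, camera adjusted p = 0.000157). With a tumor, apoptosis genes changed by −0.13 (4 up and 15 down, adjusted p = 0.457), reversed by array weights (0.014) and at −0.045 without Tumor+NS replicate 5, and p53 target genes (9 up and 10 down, adjusted p = 0.587) and glutathione genes (adjusted p = 0.14) had medians whose sign depended on the setting, 0.058 and 0.042 with array weights. Between Tumor+NS and NS, chemokine genes rose by 1.61 (17 up and 1 down, adjusted p = 2.81e-09), Toll-like receptor genes by 1.19 (14 up and 2 down, adjusted p = 9.2e-09) and JAK-STAT genes by 0.54 (25 up and 3 down, adjusted p = 4.18e-10). Pentose phosphate genes rose by 0.32 (6 up and 2 down, adjusted p = 0.000186). All of these stayed past the threshold with fry. With the correlation estimated per list, chemokine and JAK-STAT genes stayed past it, and Toll-like receptor and pentose phosphate genes did not. Under the other settings they were not recomputed.

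Lists with fewer than 3 genes above the expression minimum were only summed. The sums in CPM for NS, DOX, Tumor+NS and Tumor+DOX were 1.55, 1.04, 1.97 and 1.76 for Leydig cell markers, 1.86, 1.45, 4.89 and 1.17 for B cell markers, and 1.92, 70.1, 11.3 and 6.39 for T cell markers, of which *Cd3e* is one. They were 0.202, 0.103, 0.732 and 0.341 for thymocyte markers, and 0.840, 1.51, 2.57 and 2.04 for epithelial markers. For fat markers the sum was 15.1 to 23.1 CPM over all libraries. *Xist* was at 1.09, 1.41, 0.965 and 1.08 CPM, and the Y-linked *Ddx3y* at 137, 180, 149 and 124 CPM, with 1691 or more counts in every library. No test was made on these sums.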
